# The SET-Domain Protein SUVR5 Mediates H3K9me2 Deposition and Silencing at Stimulus Response Genes in a DNA Methylation–Independent Manner

**DOI:** 10.1371/journal.pgen.1002995

**Published:** 2012-10-11

**Authors:** Elena Caro, Hume Stroud, Maxim V. C. Greenberg, Yana V. Bernatavichute, Suhua Feng, Martin Groth, Ajay A. Vashisht, James Wohlschlegel, Steve E. Jacobsen

## Abstract

In eukaryotic cells, environmental and developmental signals alter chromatin structure and modulate gene expression. Heterochromatin constitutes the transcriptionally inactive state of the genome and in plants and mammals is generally characterized by DNA methylation and histone modifications such as histone H3 lysine 9 (H3K9) methylation. In *Arabidopsis thaliana,* DNA methylation and H3K9 methylation are usually colocated and set up a mutually self-reinforcing and stable state. Here, in contrast, we found that SUVR5, a plant Su(var)3–9 homolog with a SET histone methyltransferase domain, mediates H3K9me2 deposition and regulates gene expression in a DNA methylation–independent manner. SUVR5 binds DNA through its zinc fingers and represses the expression of a subset of stimulus response genes. This represents a novel mechanism for plants to regulate their chromatin and transcriptional state, which may allow for the adaptability and modulation necessary to rapidly respond to extracellular cues.

## Author Summary

The ability of eukaryotic cells to respond to external stimuli depends on the coordinated activation and repression of specific subsets of genes, often relying on chromatin structure modification. Here, we have characterized a locus-specific mechanism to repress gene expression by the action of an *Arabidopsis thaliana* SET domain protein, SUVR5, the first example of sequence-dependent heterochromatin initiator in the plant kingdom. Our results suggest that SUVR5 establishes the heterochromatic state by H3K9me2 deposition in a DNA methylation–independent manner that is not perpetuated and thus allows for changes in response to the environment or developmental cues.

## Introduction

In eukaryotes, chromatin structure regulates the access of the transcriptional machinery to genetic elements, playing an important role in the regulation of gene expression. The transition between transcriptionally active (loosely packed) chromatin and repressed (tightly packed) chromatin states is controlled by covalent modifications of the histone tails, DNA cytosine methylation, and the differential use of histone variants [1]. In mammals and plants, transcriptionally inactive chromatin—or heterochromatin—is typically associated with DNA methylation and histone H3 lysine 9 methylation (H3K9me). These epigenetic silencing marks are generally thought to be coordinately regulated by cooperation between DNA methyltransferases and histone methyltransferases, contributing to their stability and self perpetuating nature. However, in order to readily adapt to environmental stimuli or developmental cues, some of these marks also need to be reversible, although how this is achieved is currently unclear.

Most histone methyltransferases (HMTases) contain a catalytic SET domain (named after three *Drosophila* proteins: Suppressor of position effect variegation 3–9, SU(VAR)3–9; Enhancer of zeste, and Trithorax) [2]. The enzymatic activity of the SET domain was first discovered in a mammalian homolog of SU(VAR)3–9, SUV39H1, which was shown to methylate histone H3 at lysine 9 [3]. In plants, there is a relatively large family of SET domain-containing proteins that are closely related to Drosophila SU(VAR)3–9 and its human and *S. Pombe* homologs (SUV39H and CLR4, respectively) [4]. In *Arabidopsis thaliana*, of the 14 SET domain-containing proteins most related to SU(VAR)3–9, nine are classified as SU(VAR)3–9 HOMOLOGS (SUVH1–SUVH9), and five as SU(VAR)3–9-RELATED proteins (SUVR1–SUVR5). Arabidopsis SUVH proteins link the epigenetic silencing marks H3K9me2 and DNA methylation through the activity of their SRA domains (for SET and RING finger Associated), which bind different contexts and states of methylated DNA. Contrary to SUVHs, most of the SUVR proteins are of completely unknown function. In addition, because they lack the SRA domain, how they are recruited to chromatin is unknown.

In Arabidopsis, DNA methylation occurs in three different sequence contexts: CG, CHG and CHH (where H is any base other than G). In all cases, *de novo* DNA methylation is established by DOMAINS REARRANGED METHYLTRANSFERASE 2 (DRM2), a homolog of the mammalian DNA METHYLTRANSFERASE 3 (DNMT3) family [5]. Subsequent to establishment, DNA methylation is maintained through the cell cycle by at least three different pathways depending on the sequence context [6]. The maintenance of CHH methylation is mostly carried out by DRM2 through persistent *de novo* methylation [6], [7]. The maintenance of CG methylation depends on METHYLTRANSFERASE 1 (MET1), the Arabidopsis homolog of mammalian DNA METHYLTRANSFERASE 1 (DNMT1), in collaboration with the VARIANT IN METHYLATION/ORTHRUS (VIM/ORTH) family [8], [9], [10], the Arabidopsis homologs of the mammalian UHRF1. These proteins contain SRA domains that bind to hemimethylated CG sites [11], [12], [13].

The maintenance of CHG methylation relies on CHROMOMETHYLASE 3 (CMT3), a plant specific DNA methyltransferase that acts together with some of the above mentioned SUVH proteins, KRYPTONITE (KYP)/SUVH4, SUVH5, and SUVH6 [14], [15], [16], [17], which can bind directly to methylated-DNA [11], [18]. The structure of the SUVH5 SRA domain bound to methylated DNA has been solved revealing that two SRA domains bind independently to each strand of the DNA duplex at either a fully or hemimethylated site [19]. These data support a model where regions rich in DNA methylation serve as binding platforms for KYP, SUVH5 and/or SUVH6, leading to H3K9 methylation. Histone methylation would then provide a binding site for CMT3 via its chromodomain, leading to CHG methylation, and thus creating a purely epigenetic self-reinforcing feedback loop for the maintenance of DNA and histone methylation, which explains the stability of epigenetic silent states and their self perpetuating nature [11].

The link between H3K9 methylation and DNA methylation is further supported by the strong genome-wide correlation between heterochromatic H3K9me2 and DNA methylation [20]. In addition, *kyp* mutants show decreased levels of both H3K9me2 and cytosine methylation [14], [21], [22], which are even further reduced in higher order *suvh* mutants [16], [17]. Moreover, loss of DNA methylation in *met1* mutants correlates with a global loss of H3K9me2 [22].

In this report we show that Arabidopsis SU(VAR)3–9 RELATED 5 (SUVR5), which lacks the SRA domain present in its SUVH counterparts, is able to recognize specific DNA sequences through a DNA binding domain that contains three zinc fingers, and induce silencing through DNA-methylation independent H3K9me2 deposition, possibly acting as part of a histone modifier multimeric complex. We propose that SUVR5 mediates a mechanism for heterochromatin formation that is distinct from the self-perpetuating loop existing between H3K9me2 and DNA methylation, and that this lack of perpetuation allows for the increased plasticity needed in response to environmental or developmental cues during an organism's life.

## Results

### SUVR5 is important for plant development and contains a zinc finger domain that binds to DNA

To test the role of Arabidopsis SU(VAR) 3–9 RELATED genes in plant development we screened T-DNA mutants in all five *suvr* single mutants and higher order combinations for visible morphological defects. We found that the *suvr5-1* mutation produces a delay in flowering time that was not further enhanced in the quintuple *suvr1 suvr2 suvr3 suvr4 suvr5* mutants (Figure S1). These observations were consistent with results from earlier analysis of a *suvr5* mutant [23] and suggested a role for SUVR5 (but not the other SUVR family members) in flowering time. SUVR5 differs from the other SUVR family members in that it contains a set of three C2H2 zinc fingers in tandem in the central part of the protein (Figure 1a). SUVR5 homologs with a similar domain architecture (zinc fingers plus a C-terminal SET domain) are found in all plant species analyzed suggesting that it is widely conserved in the plant kingdom (Figure S2). We hypothesized that the zinc fingers have a DNA-binding function and may direct SUVR5 epigenetic activity to sequence-specific regions of the genome. To test this, we used the Systematic Evolution of Ligands by Exponential Enrichment (SELEX) technique with the recombinant SUVR5 zinc fingers domain to analyze binding to oligonucleotides that included a 15 base-pair (bp) random sequence (Figures S3 and S4). We identified an 8-nucleotide motif favored by SUVR5 binding (Figure 1b, upper panel). Next, we repeated the experiment using 100 bp fragmented Arabidopsis wild-type Col-0 genomic DNA (genomic SELEX, gSELEX) to identify naturally occuring SUVR5 binding sequences (Figure S5). We identified almost the exact same binding motif “TACTAGTA” (Figure 1b, lower panel)—a palindromic octamer that is consistent with the 9-nucleotide that is the maximum expected size of a sequence recognized by three zinc fingers in tandem, since each zinc finger repeat has a predicted alpha-helical core that binds to 3 nucleotides in the major groove of DNA [24]. The binding and its specificity were confirmed by electromobility shift assays (EMSAs) (Figure 1d, Figure S6).

**Figure 1:**
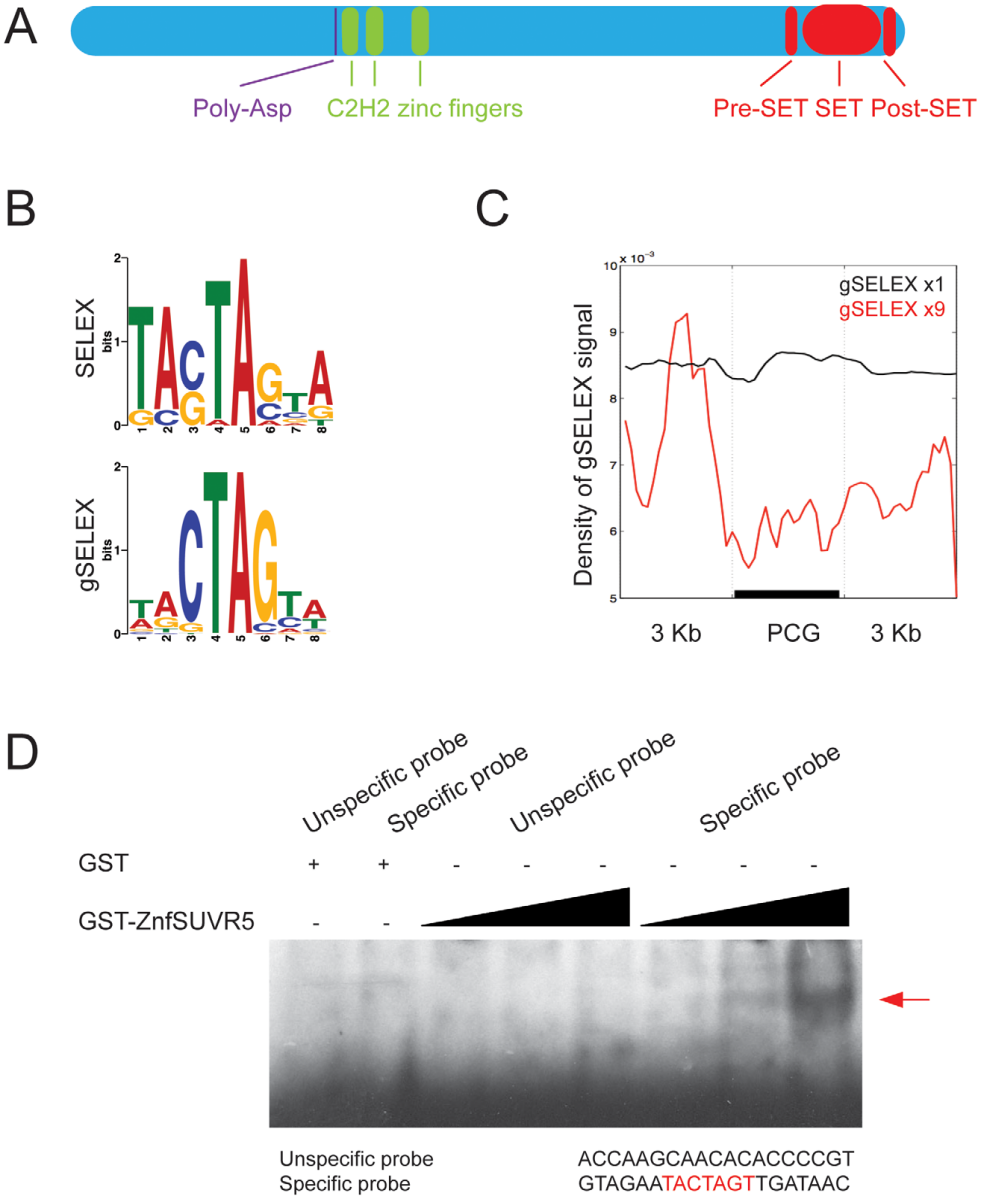
SUVR5 zinc finger domain binds specific sequences of DNA that map to the promoters of genes. a, Domain structure of SUVR5 (Poly-Asp: domain of unknown function rich in Asp residues); b, enriched motifs identified in the sequencing data obtained from the SELEX experiments; c, meta-gene analysis of the genomic SELEX (gSELEX) reads showing preferential binding of the SUVR5 zinc finger domain to the 3 Kb region upstream of protein coding genes (PCG). The results obtained after exponential selection of the binding sites for 9 cycles are shown (×9) in contrast with the results obtained after only one cycle of enrichment (×1), included as control; d, mobility shift assay with increasing amounts of GST-zinc finger domain (100, 250 and 500 ng) added to a binding reaction with either an unspecific oligonucleotide probe or a specific probe including the identified binding motif sequence.

The high throughput sequencing results from the genomic SELEX experiment allowed us to map the identified SUVR5 binding regions to the Arabidopsis genome. Metaplot analysis showed that these regions mapped preferentially to the area immediately upstream of transcriptional start sites of protein coding genes (Figure 1c).

### SUVR5 affects H3K9me2

Given the SUVR5 SET domain homology to *Drosophila* SU(VAR)3–9 we hypothesized that SUVR5 is an active methyltransferase. Consistent with this, SUVR5 bound to the methyl-group donor SAM (Figure S7) and its SET domain contains all of the crucial residues required for histone methyltransferase activity in the HΦΦNHSC motif. However, we were unable to demonstrate *in vitro* histone methytransferase activity against various histone substrates. This could indicate that other binding partners are necessary for SUVR5 enzymatic activity, similar to other histone methyltransferase complexes such as those containing Enhancer of Zeste [25], or that SUVR5 biochemical activity is dependent on a particular chromatin context [26].

We directly tested for the role of SUVR5 on H3K9me2 levels *in vivo* by utilizing chromatin immunoprecipitation followed by microarray analysis (ChIP-chip) experiments in mature leaves of wild-type Col-0 and *suvr5-1* mutants. The *suvr5* mutants showed an overall decrease in H3K9me2 accumulation on pericentromeric heterochromatin (Figure 2a, Figure S8) and transposable elements (TEs) (Figure 2b), although these effects were relatively minor. Heterochromatic H3K9me2 is known to be mostly maintained by KYP, SUVH5 and SUVH6 [14], [16], [17], [21], [22], and ChIP-chip data with the *kyp suvh5 suvh6* triple mutants showed a much more dramatic decrease in H3K9me2 levels than with *suvr5* (Figure 2a and 2b). These data confirm that KYP, SUVH5, and SUVH6 are the major H3K9m2 enzymes in heterochromatin, but also suggest a minor role for SUVR5.

**Figure 2:**
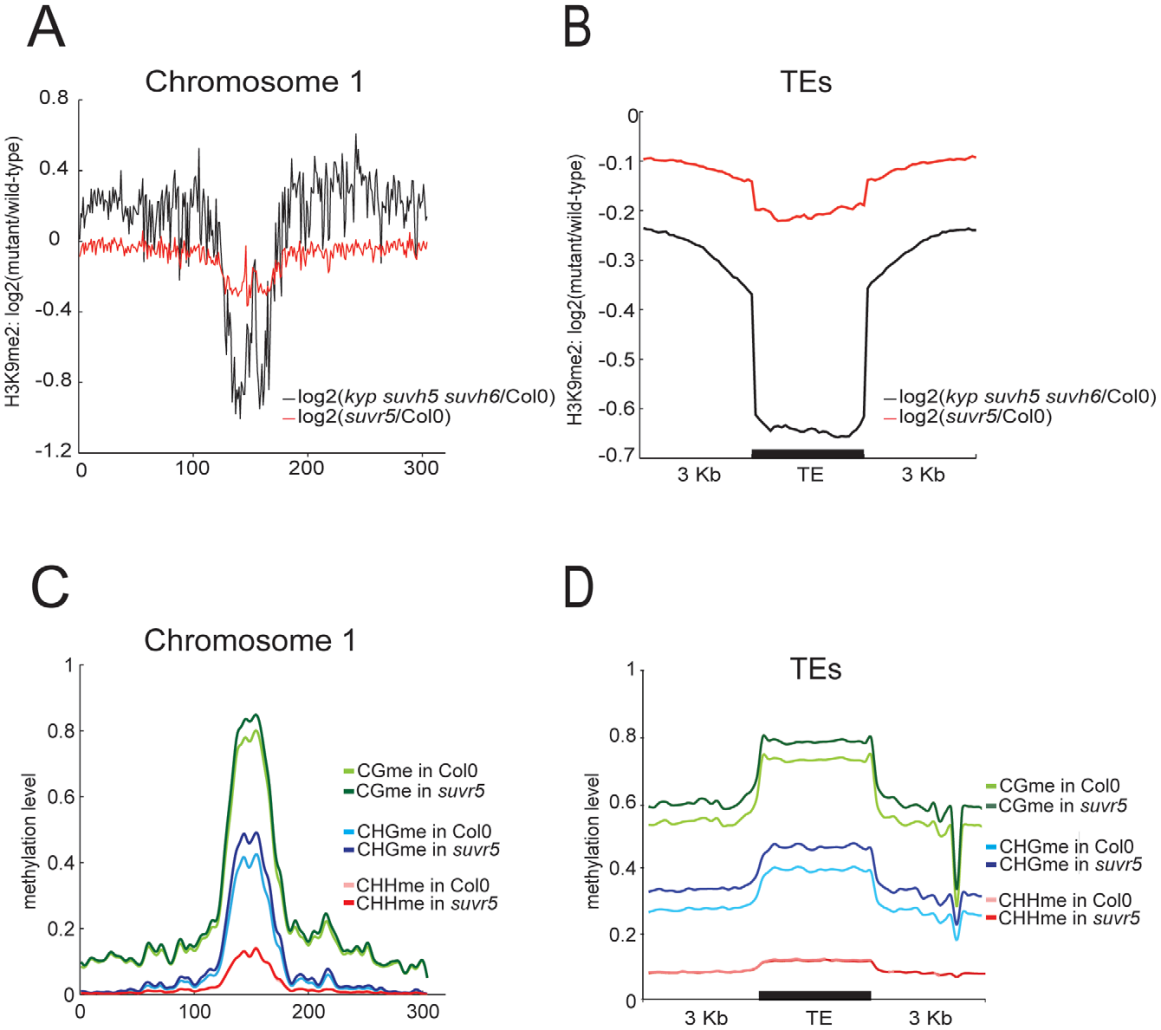
SUVR5 is redundant with KYP/SUVH5/SUVH6 in controlling H3K9me2 accumulation in heterochromatin. a, Chromosome 1 view of the log2 ratio of H3K9me2 signal in *suvr5* mutants vs. Col-0 (red), and the log2 ratio of *kyp suvh5 suvh6* triple mutants vs. Col-0 (black); b, Chromosome 1 distribution of DNA methylation in *suvr5-1* and Col-0; c, meta-analysis of H3K9me2 levels on *suvr5* and *kyp suvh5 suvh6* mutants vs. Col-0 over TEs; d, meta analysis of CG, CHG and CHH DNA methylation levels in *suvr5-1* and Col-0 over TEs. (green = CG, blue = CHG, red = CHH; light colors are Col-0, and dark colors are *suvr5-1*).

H3K9me2 is correlated with DNA methylation in Arabidopsis on a genome wide level [20]. The loss of H3K9me2 in *kyp* mutants produces a decrease in DNA methylation [14], [21], [22] that is enhanced in the *kyp suvh5* or *kyp suvh6* double mutants and in the *kyp suvh5 suvh6* triple mutant [16], [17]. Importantly, in the case of *suvr5* mutants, we did not detect a decrease in DNA methylation at pericentromeric heterochromatin (Figure 2c, Figure S9) or TEs (Figure 2d, Figure S10), suggesting that SUVR5 functions differently than the SUVH proteins.

We could also detect regions within the arms of the chromosomes with a decrease in H3K9me2 levels in the *suvr5* mutants. Although the majority of these regions overlapped with regions dependent on KYP/SUVH5/SUVH6, over 20% were specific to *suvr5* (Figure 3a and 3b). These *suvr5*-specific regions consisted of discrete patches of H3K9me2 that were solely dependent on SUVR5 (Figure 3d), and were characterized by very low levels of cytosine DNA methylation, and these levels of DNA methylation were not altered by the loss of *SUVR5* (Figure 3e). These results suggest that, in those specific locations, SUVR5 is controlling H3K9me2 deposition in a DNA-methylation-independent manner that is not perpetuated by the KYP/CMT3 epigenetic loop. We could also find a small number of transposons in the chromosome arms whose H3K9me2 decrease was specific for *suvr5* mutants and independent of *kyp/suvh5/suvh6,* and these tended to be smaller transposons with lower levels of DNA methylation (Figure S11). We analyzed for the presence of SUVR5 binding motifs within the sequence of these 423 TEs that show decreased levels of H3K9me2 specifically in *suvr5* mutants ±2 Kb and 8.5% of them contain the motif TACTAGTA.

**Figure 3:**
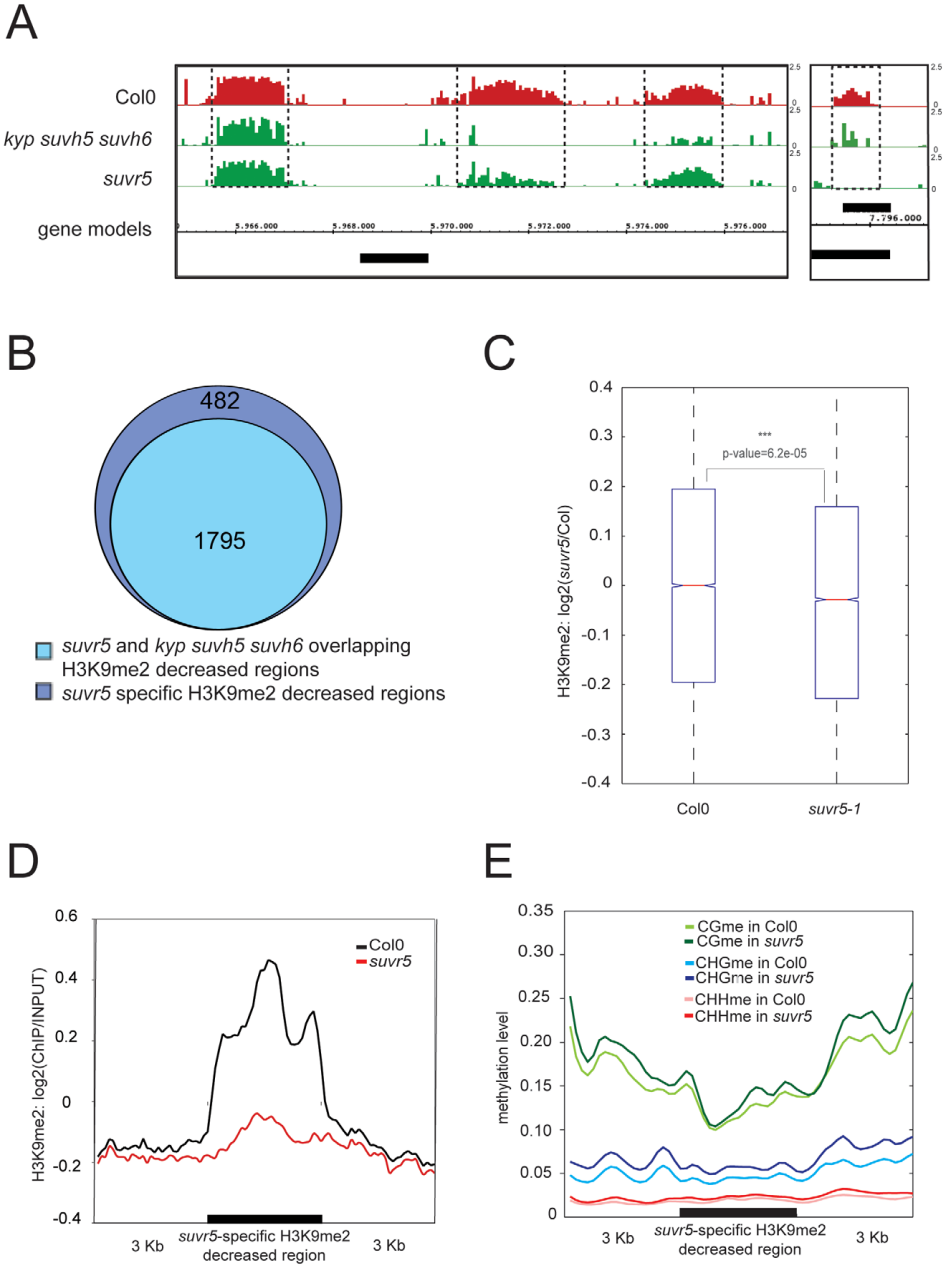
SUVR5-specific H3K9me2 deposition correlates with the zinc finger domain binding and promotes gene silencing. a, genome browser view of a region in the arms of chromosome 1. H3K9me2 data is represented as log2 ratios from 0 to 2.5. Gene models correspond to TAIR8 protein-coding genes (PCG) and are shown for the plus or minus strand of the genome; b, Venn diagram representation of the number of H3K9me2 decreased regions defined for *suvr5* mutants that are specific to them or overlap with the ones in *kyp suvh5 suvh6*; c, box plot showing the levels of H3K9me2 in the genes that have gSELEX signal in their upstream 3 Kb region; d, meta-analysis of H3K9me2 levels on *suvr5-1* and Col-0 over the *suvr5*-specific H3K9me2 decreased regions; e, meta analysis of CG, CHG and CHH DNA methylation levels in *suvr5-1* and Col-0 over the *suvr5*-specific H3K9me2 decreased regions.

To determine if there is a correlation between H3K9me2 levels and SUVR5 binding, we analyzed H3K9me2 levels in the set of genes that were shown to bind the SUVR5 zinc fingers (i.e. with signal 3 Kb upstream of their transcription start site) in the gSELEX experiment. In that specific set of genes, we found a significant decrease of H3K9me2 when comparing *suvr5* mutants to wild-type (Figure 3c). This decrease was significant for both of the ChIP-chip replicates analyzed (Figure S12). Analysis of all the genes that show a H3K9me2 decrease in *suvr5* mutants compared to wild type showed that around 27% of them have gSELEX signal in their proximal promoter (1 Kb upstream their TSS). Interestingly, when we analyze not only euchromatic regions, but all decreased H3K9me2 regions including those in pericentromeric heterochromatin, only 5.4% of them overlap with the gSELEX signal. This suggests that targeting of SUVR5 to pericentromeric heterochromatin may be mediated by another unknown mechanism, which is likely responsible for the redundancy of SUVR5 with KYP/SUVH5/SUVH6.

### Biological relevance of SUVR5 function

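Leaves of 3-week-old plants grown in long days were the source of 1 mRNA-Seq library for each of 4 genotypes, Col-0 (the wild type), *suvr5-1*, the double mutant *ldl1-2 ldl2* and the triple mutant *suvr5-1 ldl1-2 ldl2*. LDL1 and LDL2 are paralogous H3K4 demethylases. With 1 library per genotype, no value given for these genotypes has a replicate check, and a test on the reads of 2 libraries compares those libraries, not the genotypes. The authors deposited the chromosome, strand and leftmost position of every read they had mapped, without counts per gene. Mapped reads numbered 11722242 in Col-0, 15083462 in *suvr5-1*, 10406023 in *ldl1-2 ldl2* and 12054837 in *suvr5-1 ldl1-2 ldl2*. The paper does not name the assembly to which these reads were mapped. Reads were placed up to 2264 bp past the end of chromosome 1 of the TAIR10.1 assembly, 6692 bp past the end of chromosome 2, 10900 bp past that of chromosome 3 and 13611 bp past that of chromosome 5, so the assembly used was another one. No position was converted from one assembly to the other. Instead, genes of the TAIR10.1 annotation were analysed only in 7 stretches of the chromosomes, 50.3 Mb in all or 42.2% of the assembly, where the reads lay displaced from the annotated exons by -27 to 17 bp in every window of 250 kb. Outside the stretches, neighbouring windows shared displacements of up to 17228 bp, and genes there were not analysed here, *SUVR5* (AT2G23740) and *LDL1* (AT1G62830) among them. In the deposited positions, the stretches run on chromosome 1 up to 12.75 Mb, on chromosome 2 up to 1.5 Mb and from 2.25 to 3 Mb, and on chromosome 3 up to 9 Mb. On chromosome 4 they run up to 2.75 Mb and from 5 to 18.6 Mb, and on chromosome 5 up to 10 Mb. They hold 16873 of the 37899 annotated genes.
A read was counted for each gene whose merged exons held its leftmost position, on either strand. Reads counted on genes numbered 3068226 in Col-0, 4736148 in *suvr5-1*, 2719739 in *ldl1-2 ldl2* and 3141490 in *suvr5-1 ldl1-2 ldl2*. RPKM was computed with these reads as the total, and the log2 ratios given without another scale use it. A gene without a read could still have 3 reads, which for 1 kb of exon is an RPKM of 0.978 in Col-0, 0.633 in *suvr5-1*, 1.10 in *ldl1-2 ldl2* and 0.955 in *suvr5-1 ldl1-2 ldl2*. Such limits, and the 95% intervals given with ratios of reads, cover counting error only. They take reads as independent, which the lack of molecular identifiers leaves unchecked. The 95% intervals of shares take genes as independent draws, which genes of 1 library are not.

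**Figure D1:**
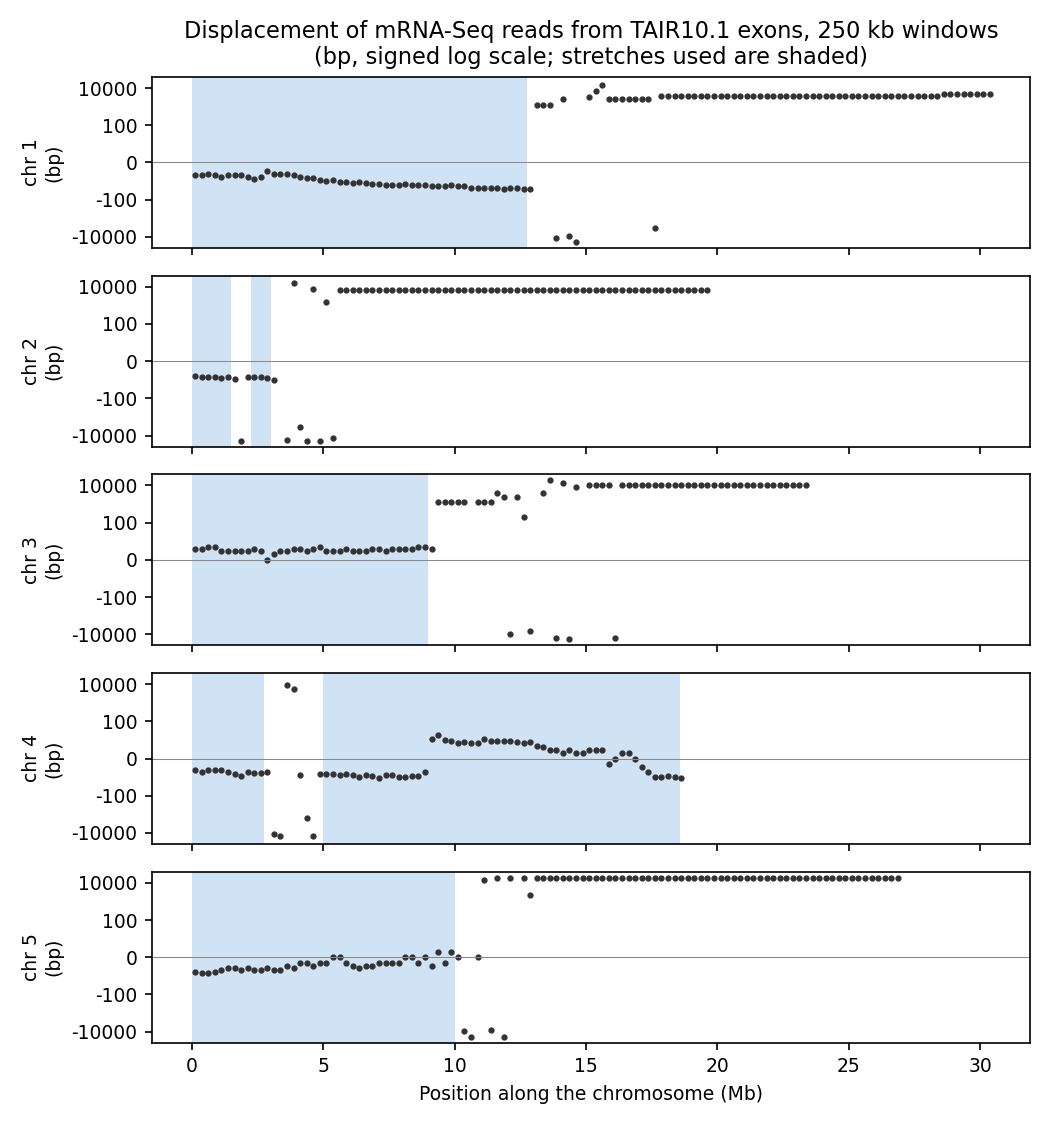
Displacement of the mRNA-Seq reads from the annotated exons of TAIR10.1, in bp on a signed log scale, against the position along each of the 5 chromosomes in Mb, with 1 point per window of 250 kb and the 7 stretches used shaded. Inside the stretches the points lie between -27 and 17 bp, and outside them neighbouring windows share values of up to 17228 bp.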

To measure the effects of SUVR5 on gene expression, we performed mRNA sequencing (mRNA-Seq) experiments to analyze the transcriptome of *suvr5-1* mutants. We observed a large number of genes that were signficantly upregulated, the majority of which were located in the euchromatic chromosome arms (Table S1, Figure S13). 

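Of the 11773 genes with a read in *suvr5-1* or Col-0, 304 were upregulated over 4 fold in *suvr5-1* and 216 were downregulated over 4 fold, each with a Benjamini-Hochberg adjusted P under 0.01 from a two-sided Fisher's exact test on the reads of these libraries. Of the settings tried, a beta-binomial test with an assumed dispersion of 0.1 between plants moved these numbers most, to 37 upregulated and 44 downregulated genes. Upregulated genes made up 58.5% of the called genes. With all reads on the nuclear chromosomes as library size, chosen after seeing the data, they made up 74.3%, with 439 genes upregulated and 152 downregulated. Few Col-0 reads stood behind many of the ratios, since 44 of the 304 upregulated genes had no read in Col-0 and 214 had fewer than 10.
Among upregulated genes with at least 100 reads in *suvr5-1*, *XTH8* (AT1G11545) had 131 reads against none in Col-0. With Col-0 set at 3 reads that is 28.3-fold higher, and the exact 95% lower bound is 22.7-fold. AT1G10640 had 103 reads against none, 22.2-fold higher on that setting, with a lower bound of 17.8-fold. AT1G06830 had 119 reads against 2, a ratio of 38.5 (95% interval 10.4 to 322), and *MSRB6* (AT4G04840) had 114 against 2, a ratio of 36.9 (9.99 to 309). AT4G28780 had 164 reads against 3, a ratio of 35.4 (11.9 to 173). AT1G10640 shares exon bases with another gene. At the other end, AT3G02480 had 4 reads in *suvr5-1* and 185 in Col-0 (log2 ratio -6.16), *MPL1* (AT5G14180) had 5 and 169 (-5.71) and *PELPK1* (AT5G09530) had 10 and 154 (-4.57). AT4G22470 had 7 reads against 105 (-4.53) and shares exon bases with another gene, and the rRNA gene AT2G01010 had 1581 against 20568 (-4.33). Counting each position once gave -0.27 for AT2G01010, which decides nothing, since its Col-0 reads outnumber the positions of its exons. The RNA was selected for poly(A), and AT2G01010 had 1671 reads in *ldl1-2 ldl2* and 1782 in *suvr5-1 ldl1-2 ldl2*. Its low ratio is therefore not particular to *suvr5-1*, and a Col-0 library standing apart is not excluded.
The chromosome arms were taken as everything outside 12 to 18 Mb of chromosome 1, 1 to 7 Mb of chromosome 2, 11 to 17 Mb of chromosome 3, 2 to 6 Mb of chromosome 4 and 9 to 16 Mb of chromosome 5, boundaries that the paper's text does not give. In the arms lay 288 of the 304 upregulated genes, or 94.7% (95% Wilson interval 91.6 to 96.7). Among all 11773 genes the share was 94.6%, and the observed share stood at percentile 36.4 of 10000 random gene lists matched on expression. The stretches themselves lie mostly in the arms. Counted in bins of 1 kb over all 5 chromosomes in the deposited positions, a unit chosen after seeing the data, 1098 of the 61167 bins with a read were upregulated and 1265 downregulated. The arms held 91.0% of the upregulated bins (95% Wilson interval 89.1 to 92.5) and 89.98% of all bins with a read.

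**Figure D2:**
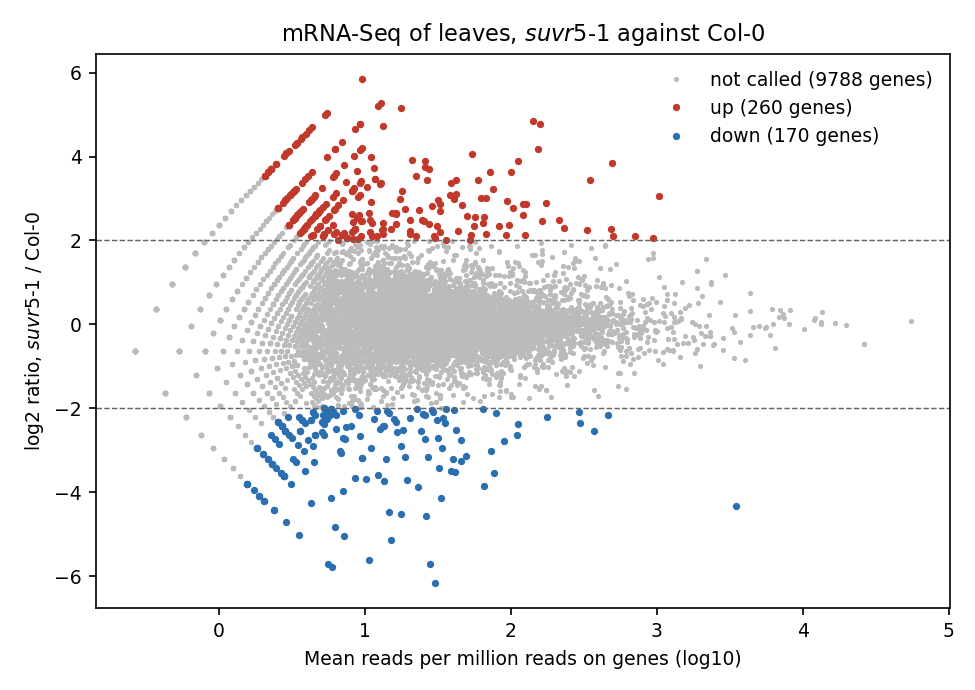
log2 ratio of reads between *suvr5-1* and Col-0 against their mean (log10 scale), both scaled by the reads on genes, 1 point per gene with reads in both libraries, with dashed lines at the 4-fold threshold. Plotted are 260 upregulated genes, 170 downregulated genes and 9788 genes not called.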

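In the 1 kb upstream of the annotated start, 8 of the 304 genes upregulated in *suvr5-1* carried the exact octamer TACTAGTA, which reads the same on both strands. That is 2.63% (95% Wilson interval 1.34 to 5.11), against 324 of the 11469 other genes with a read, or 2.83% (2.54 to 3.14). Random gene lists of the same size, matched on expression, had a median share of 2.63%, and the observed share stood at percentile 43.2 of 10000 such lists. Allowing up to 1 mismatch moved the share most, to 39.5% of the upregulated genes (34.1 to 45.1) against 39.7% of the others. In the 3 kb upstream, the octamer was found for 8.88% of the upregulated genes (6.18 to 12.6) and for 6.97% of the others, at percentile 92.5 of the matched lists. The sequence came from the TAIR10.1 genome, and the matrix by which the paper scored its motif was not used here.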

Although many of these genes are likely to be indirect targets to SUVR5, 11% of these genes were among those that showed decreased H3K9m2 levels, and 69.5% of these genes contained at least one significant SUVR5 binding motif in their promoter. Examples of genes with a decrease in H3K9me2 levels and upregulated expression in two different alleles of *suvr5* mutants can be found in Figure S14 (See Figure S15 for *suvr5-2* mutant allele characterization). Consistent with the slight decrease of H3K9me2 levels that occurred in *suvr5* at TEs, very few transposons were reactivated in the mutant (Table S2).

To identify the biological processes that SUVR5 may regulate, we applied gene ontology (GO) term analysis to the genes upregulated in the *suvr5* mutant (over 4 fold, p-value<0.01). Of the three broad GO term categories significantly over-represented in this set of genes, the most significantly enriched was “response to stimulus” (Figure S16). This category includes subcategories such as defense response, response to biotic stimuli like bacterium, and response to endogenous stimuli like the plant hormone auxin, which were strongly and significantly enriched (p_value<0.01; Figure 4a).

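GO terms were not tested here. The annotation gives a process for 57.6% of the genes upregulated in *suvr5-1*, under a limit of 80% set for such a check. Among all genes with a read the share was 56.3%, so the gap is not particular to the upregulated genes. Leaving the check out says nothing of the GO test in the paper. Short lists of genes drawn up with Table S1 already at hand were followed instead, so they are not independent of these libraries. Of 22 *SAUR* genes, a family of small auxin-responsive transcripts, 21 lie in the analysed stretches, 17 of them had at least 1 RPKM in Col-0 and 8 are in Table S1. Their median log2 ratio in *suvr5-1* was 1.65, above every one of 10000 matched lists. It was 1.48 with the genes without Col-0 reads set at their limit, and 1.65 with size factors. Each of the 21 was higher in *suvr5-1* and 4 were called upregulated. The most abundant, AT4G38840 and AT4G38860, had log2 ratios of 0.76 and 1.48. Only 2 of 12 salicylic acid defence genes lie in the stretches, both are in Table S1, and both were called upregulated. *NIMIN1* (AT1G02450) had 45 reads in *suvr5-1* and 4 in Col-0, a log2 ratio of 2.87, and *FMO1* (AT1G19250) had 23 reads against none.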

**Figure 4:**
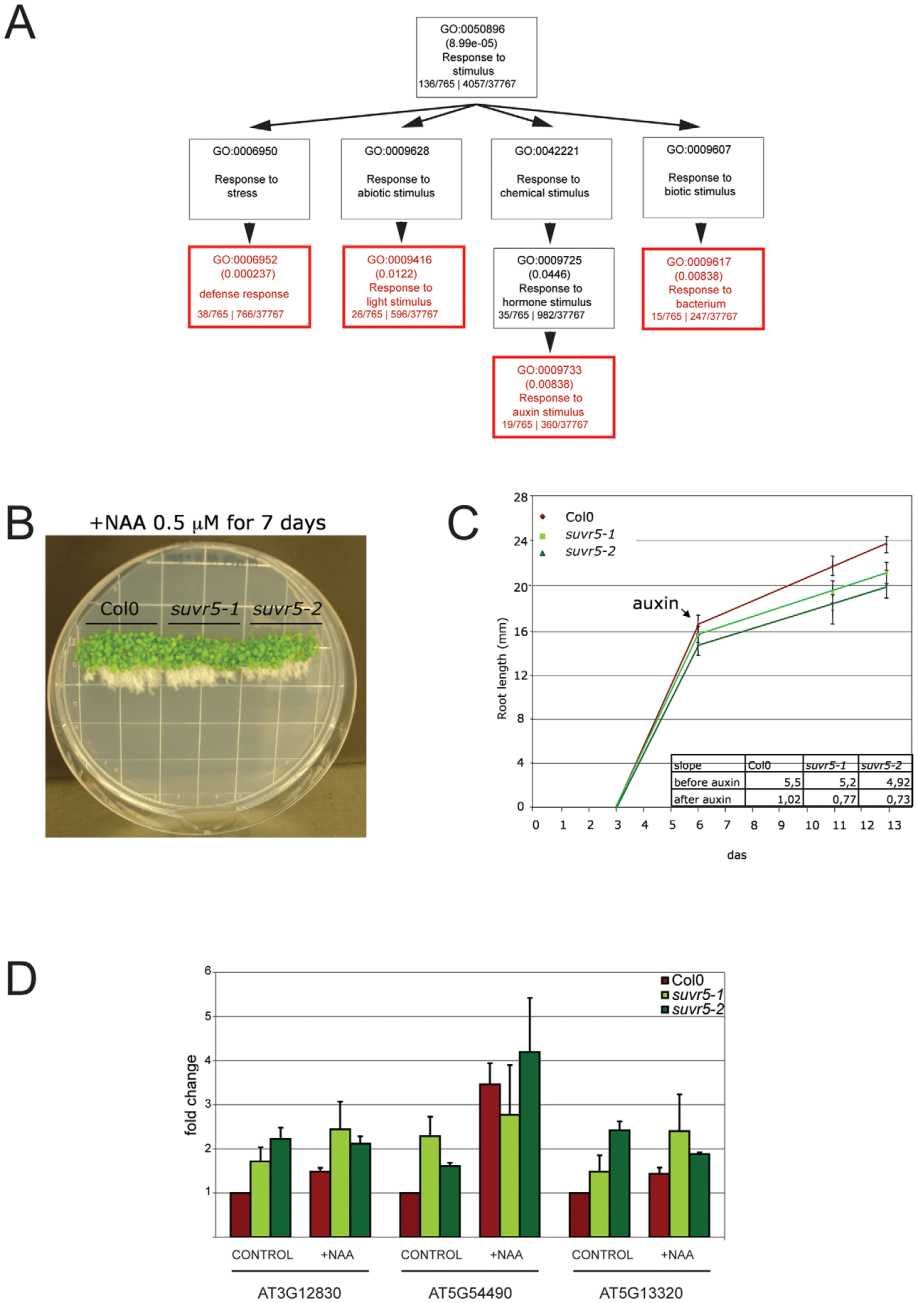
SUVR5 significantly affects the expression of genes related to the “response to stimulus” GO term. a, chart showing the GO term “response to stimulus” category and subcategories under it and the level of significance of their over-representation in the set of *suvr5* upregulated genes compared to the whole genome (p-values shown in parentheses). At the bottom of each box, the number of genes that include the particular GO term in the *suvr5* upregulated set of genes/total number of *suvr5* upregulated genes is shown on the left; the number of genes that include the particular GO term in the whole genome/total number of genes in the whole genome is shown on the right; b, picture of Col-0, *suvr5-1* and *suvr5-2* 13-day-old seedlings treated with 0.5 µM NAA for the last 7 days. Notice the differences in growth; c, time course root length measurements of Col-0, *suvr5-1* and *suvr5-2* seedlings before and after NAA treatment. The bottom right panel shows the slopes of the curves that represent a measurement of the growth rate. Around 20 seedlings of each line were measured and SE is shown for every point; d, expression levels (relative to *ACTIN*, relative to Col-0 CONTROL) of 3 selected auxin-responsive genes in seedlings grown for 12 day without auxin (NAA) application (CONTROL) or transfered to NAA media on the fifth day (+NAA 0.5 µM). The experiment was done in triplicate and SE is shown for each sample.

Auxin plays a key role in many plant developmental processes [27], [28]. For example auxin plays a central role in elaborating root architecture because of its role in endogenous developmental programs as well as its mediation of environmental stimuli responses [29]. We hypothesized that the overexpression of auxin inducible genes in *suvr5* mutants might generate a partially constitutive auxin-response in the abscence of the hormone. Auxin causes inhibition of root growth by reduction of cell division and elongation, and a constitutive response could explain the defects in root growth earlier reported for *suvr5* mutants [30], which we also observed here for both of the *suvr5* alleles tested (Figure 4b and c). To examine this, we analyzed the expression of three examples of genes annotated as “auxin-responsive” and that have significant SUVR5 binding sites in their promoters (Figure S17). These genes are annotated as a PINOID (PID)-binding protein (At5g54490), an auxin-responsive GH3 family protein (At5G13320), and a SAUR-like auxin-responsive family protein (At3g12830). We found that these genes were indeed upregulated upon auxin treatment (Figure 4d) and that in the *suvr5* mutants, these genes also showed increased expression, even in the absence of the hormone (Figure 4d). These data are consistent with a model whereby a stimulus such as auxin treatment overcomes the repression established by SUVR5, activating the genes and thus guaranteeing an appropriate response to environmental and developmental cues.

### Interaction of SUVR5 with the LDL1 histone demethylase

The majority of chromatin modifiers characterized in higher organisms are present in large multi-protein complexes. SUVR5 was shown to interact *in vitro* with the Arabidopsis homolog of LYSINE-SPECIFIC DEMETHYLASE (LSD), termed LSD-LIKE 1 (LDL1) [23], an H3K4 demethylase partially redundant with its paralog LDL2 [23]. We tested for the existence of this complex *in vivo* by generating a transgenic line that expressed a FLAG tagged version of LDL1 under its own promoter, which was shown to complement the late flowering phenotype of the *ldl1 ldl2* mutant (Figure 5a). Using affinity purification coupled with mass spectrometry (IP-Mass Spec [19]) (Figure 5b) we indeed identified an *in vivo* complex including both SUVR5 and LDL1. We also generated plants carrying a tagged version of SUVR5 expressed under the control of its own promoter, however the very poor expression levels of the tagged protein rendered our purification attempts unsuccessful.

**Figure 5:**
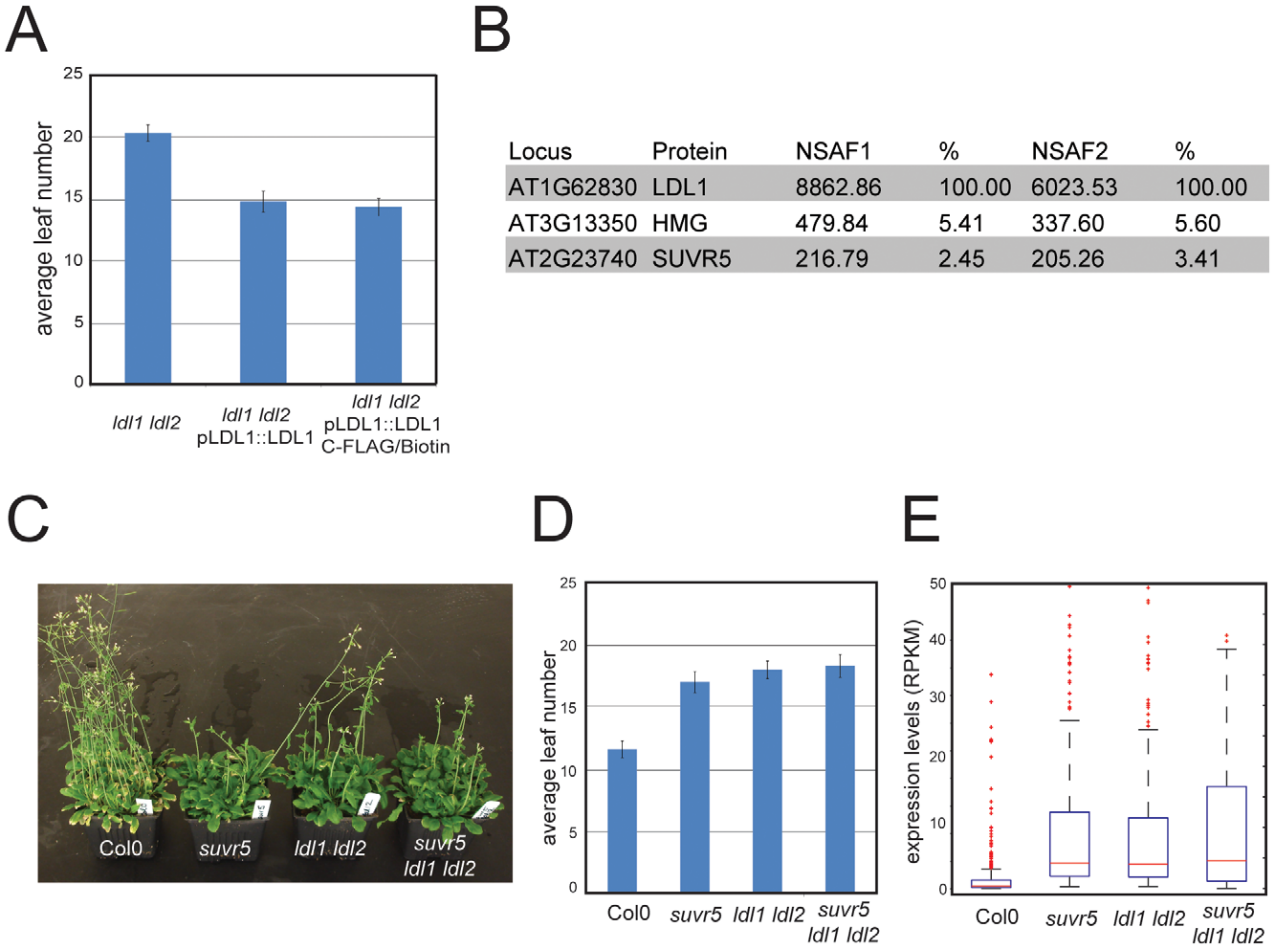
SUVR5 and LDL1 act together in a repressor complex. a, analysis of the late flowering phenotype of *ldl1 ldl2* mutants and its complementation by the tagged LDL1 transgene measured by scoring number of leaves at bolting; b, table showing the mass spectrometry analyses of LDL1 affinity purifications; c, picture showing the late flowering phenotype of *suvr5, ldl1 ldl2* and *suvr5 ldl1 ldl2* plants; d, analysis of the late flowering phenotype by scoring number of leaves at bolting; e, box plot showing the expression level (in RPKM) of the 270 genes upregulated in *suvr5* and *ldl1 ldl2* (over 4 fold and P<0.01 for both, *suvr5*/Col-0 and *ldl1 ldl2*/Col-0) in Col-0, *suvr5, ldl1 ldl2* and the triple *suvr5 ldl1 ldl2* mutants, showing the epistatic relationship between the mutants.

The physical interaction between SUVR5 and LDL1 suggests that their H3K9 methyl transferase and H3K4 demethylase activities may work together in collaboration to repress gene expression. To analyze the genetic interaction between SUVR5 and LDL1 we generated the *suvr5 ldl1 ldl2* triple mutant and analyzed the effect on flowering time. 

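Of the genes mutated in *ldl1-2 ldl2*, only *LDL2* (AT3G13682) lies in the analysed stretches of the mRNA-Seq data. It had 25 reads in Col-0 and 26 in *suvr5-1*, 8 reads in *ldl1-2 ldl2* (log2 ratio to Col-0 -1.47, Benjamini-Hochberg adjusted P = 0.026, Fisher's exact test) and 5 in *suvr5-1 ldl1-2 ldl2* (-2.36, adjusted P = 0.00074, same exact test). The double mutant had 497 genes upregulated over 4 fold against Col-0 and 242 downregulated, and the triple mutant had 576 upregulated and 175 downregulated. The beta-binomial test left 72 and 205 genes upregulated in these mutants.
Upregulation was called in both *suvr5-1* and *ldl1-2 ldl2* for 121 genes, which is 39.8% of those upregulated in *suvr5-1* (95% Wilson interval 34.5 to 45.4), and 99 of the 121 are among the 270 genes of Table S3. Independent lists of these sizes would share 12.3 genes. Both lists were however called against the same Col-0 library, so that chance alone makes them overlap. Libraries simulated without any change and compared with 1 shared Col-0 library had no called gene in 20 draws when only counting error was simulated. At a dispersion of 0.1 between plants, they had a median of 48 upregulated genes in place of the 304, and 11 genes shared (8 to 20 across the draws). At a dispersion of 0.2, a value chosen after seeing the data like the next, 243 upregulated genes and 82 shared genes (62 to 112) were found, or 33.3% of the simulated *suvr5-1* list. A dispersion of 0.4 gave 707.5 upregulated genes and 297 shared genes (254 to 371), or 41.6%. Every draw at 0.4 had at least 564 upregulated genes in simulated *suvr5-1*, 555 in *ldl1-2 ldl2* and 619 in *suvr5-1 ldl1-2 ldl2*. The data had fewer, 304, 497 and 576, which argues against a dispersion of 0.4 across all genes. The dispersion between plants of 1 genotype cannot be measured from 1 library each. Between *suvr5-1* and *suvr5-1 ldl1-2 ldl2*, 155 upregulated genes were shared, where the simulated libraries had medians of 10, 75.5 and 308 at dispersions of 0.1, 0.2 and 0.4. In every mutant 81 genes were upregulated, and in the simulated libraries 5, 40.5 and 174.5. With all nuclear reads as library size, chosen after seeing the data, 158 genes were upregulated in both *suvr5-1* and *ldl1-2 ldl2*.
Among genes upregulated in *ldl1-2 ldl2* with at least 100 reads, *DDF1* (AT1G12610) had 116 reads against none in Col-0. With Col-0 set at 3 reads that is 43.6-fold higher, and the exact 95% lower bound is 34.9-fold. *GA2OX6* (AT1G02400) had 169 reads against 2, a ratio of 95.3 (26.0 to 794). AT1G15010 rose from 11 to 492 reads (log2 ratio 5.66) and *GRX480* (AT1G28480) from 12 to 480 (5.50). In *suvr5-1 ldl1-2 ldl2*, *UGT76B1* (AT3G11340) had 270 reads against none, at least 87.9-fold higher, *CRK7* (AT4G23150) had 258 against 2, a ratio of 126 (34.5 to 1046), and *CRK6* (AT4G23140) had 582 against 8 (log2 ratio 6.15). Downregulated genes included *IMS2* (AT5G23020), with no read in *ldl1-2 ldl2* against 151 in Col-0. With *ldl1-2 ldl2* set at 3 reads that is 44.6-fold lower, and the exact 95% upper bound of its ratio is 0.0279. *KIN1* (AT5G15960) was downregulated in *suvr5-1 ldl1-2 ldl2*, with 8 reads and a log2 ratio of -5.03.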

Flowering time was as late in the triple mutant as in the single *suvr5* or double *ldl1 ldl2* mutants, indicating an epistatic relationship between *SUVR5* and *LDL* (Figure 5c and 5d). mRNA-Seq in the double and triple mutants revealed 270 genes that were affected by both *suvr5* and by *ldl1 ldl2* mutations, which is more than 30% of the genes controlled by *suvr5* alone. This suggests that SUVR5 and LDLs share a broad regulatory function. Furthermore, the GO category “response to stimulus” was also the most significantly enriched in *ldl1 ldl2* mutants when analyzing their upregulated genes, supporting the idea that LDL1 and SUVR5 co-regulate a diverse set of targets involved in environmental responses (for the list of genes, see Table S3, for GO term analysis, see Figure S18).

The 270 genes co-regulated by SUVR5 and LDL1 had very low expression levels in wild-type Col-0, and their degree of upregulation in the triple *suvr5 ldl1 ldl2* mutant was the same as in the single *suvr5* or double *ldl1 ldl2* mutants (Figure 5e). This confirms that the relationship between the genes is indeed epistatic, with likely their H3K9 methylation and H3K4 demethylation activities acting together to repress gene expression for a large number of genes with common biological functions. 

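Of the 270 shared genes listed in Table S3, 139 lie in the analysed stretches, and the paper chose them on the *suvr5-1* and *ldl1-2 ldl2* libraries. Their median RPKM in Col-0 was 1.45 (quartiles 0.370 and 4.65), and 18 of them had no Col-0 read. That median stands at percentile 28.9 of the genes with a read in any library, some of which had none in Col-0. In *suvr5-1* the median was 11.1 (5.56 and 31.3), in *ldl1-2 ldl2* 11.6 (5.74 and 30.4) and in *suvr5-1 ldl1-2 ldl2* 11.9 (4.67 and 38.3). With reads counted over whole genes and nuclear reads as library size, chosen after seeing the data, the medians were 0.331 in Col-0, 3.37 in *suvr5-1*, 3.15 in *ldl1-2 ldl2* and 3.16 in *suvr5-1 ldl1-2 ldl2*.
The median log2 ratio between the triple mutant and *suvr5-1* was 0.26 (95% interval of the median -0.31 to 0.44). This median stood at percentile 97.7 of matched gene lists, which had a median of 0.10. Restricting the list to genes over 16 fold moved it most, to -0.82. Against *ldl1-2 ldl2*, the triple mutant had a median log2 ratio of -0.04 (-0.33 to 0.35), at percentile 1.2 of matched lists, which had 0.16. These medians hide differences in both directions. Compared with *suvr5-1*, 46 genes were over 2-fold higher in the triple mutant and 38 over 2-fold lower, so that 60.4% lay over 2-fold apart, against 26.6% in matched lists. Compared with *ldl1-2 ldl2*, 37 were over 2-fold higher and 41 over 2-fold lower, or 56.1% against 30.9% in matched lists. Between *ldl1-2 ldl2* and *suvr5-1*, on which the list was chosen, 28.8% lay over 2-fold apart, against 27.3% in matched lists. A list chosen on 2 libraries favours genes that were high in both by chance, so a library left out of the choice can lie farther apart for that reason alone, and these shares do not compare the genotypes. Over the 155 genes called up here in *suvr5-1* and the triple mutant, 46.5% lay over 2-fold apart between these libraries. Matched lists had 26.5%. These differences went mostly in the same direction, with 61 genes over 2-fold higher in the triple mutant and 11 lower. The median log2 ratio was 0.52 (0.34 to 0.88), where matched lists had 0.10. Against *ldl1-2 ldl2*, left out of this choice, the triple mutant had 99 genes over 2-fold higher and 4 lower. Between *ldl1-2 ldl2* and *suvr5-1*, 52.9% lay over 2-fold apart, against 28.4% in matched lists. In the triple mutant, 6 of the 139 genes had no read.
From the low expression in Col-0 and a degree of upregulation that it describes as the same in the triple mutant as in the single and double mutants, the paper concludes that the relationship between the genes is epistatic. It proposes that H3K9 methylation and H3K4 demethylation act together to repress many genes.

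**Figure D3:**
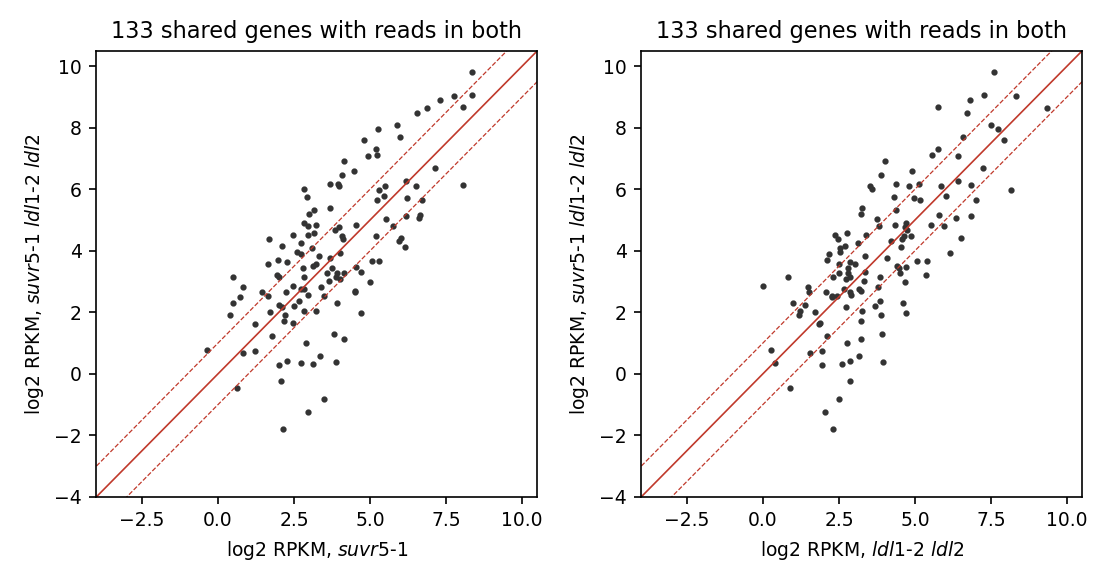
log2 RPKM of the shared genes of Table S3 in *suvr5-1 ldl1-2 ldl2* against *suvr5-1* (left) and against *ldl1-2 ldl2* (right), 1 point for each of the 133 genes with reads in both libraries. The solid line marks equal RPKM and the dashed lines 2-fold differences, beyond which genes lie on both sides in both panels.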

Consistent with this, the most significantly over-represented GO term for the common 270 genes was again “response to stimulus”, which supports a common role for SUVR5 and LDLs in environmental adaptation (for the list of genes, see Table S3, for GO term analysis, see Figure S19).

## Discussion

The ability of eukaryotic cells to respond to external stimuli and adapt to their environment depends on the coordinated activation and repression of specific subsets of genes. In order to facilitate this, repressive and permissive chromatin states must be readily altered in response to those stimuli. Our data are consistent with a model in which SUVR5 is part of a multimeric complex including LDL1 (and perhaps also other chromatin modifying enzymes) that recognizes genes with the sequence TACTAGTA (or related sequences) in their promoters and, in the absence of stimuli, represses their expression by altering epigenetic histone marks. This represents a unique form of epigenetic control via H3K9me2 that is independent from DNA methylation, and not perpetuated by the KYP/CMT3 loop, which potentially makes it more adaptable and dynamic for responding to environmental changes (Figure 6). One possibility is that SUVR5 mediated repression acts to modulate responses to various environmental signals as well as to provide an epigenetic memory of transcriptional states.

**Figure 6:**
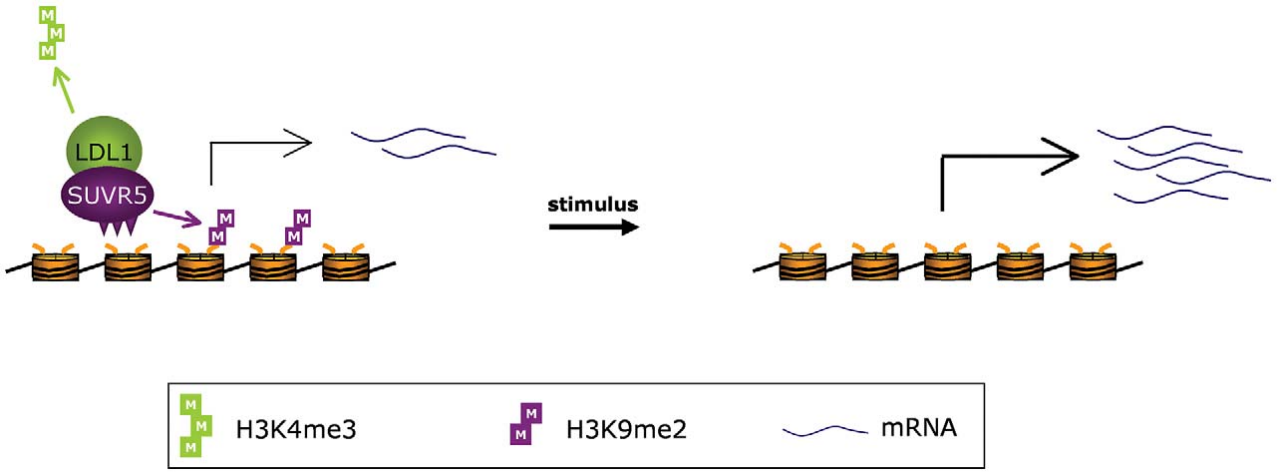
Proposed model for SUVR5 function. SUVR5 is part of a multimeric complex including LDL1 that recognizes gene promoters and represses their expression by altering their epigenetic status.

The functioning of SUVR5 has analogies with some repressive chromatin modifiers characterized in animals that are also present in large multiprotein complexes. One example is the mammalian silencing transcription factor REST that is important in neural differentiation. It binds to the conserved RE1 motif through its 8 Krüppel zinc finger motifs and represses many neuronal genes in non-neuronal cells [31]. This transcriptional regulation is achieved by the recruitment by REST of histone deacetylases (like HDAC1/2) [32], [33], [34], [35], demethylases (like LSD1) [36], and methyltransferases (like G9a) [37], in a similar way to the proposed SUVR5 mode of action [30]. Another example is that of PR proteins. PR (PRDI-BF1 and RIZ homology) domain proteins (PRDMs) represent a distinct and unique branch of metazoan proteins that contain a PR domain, which at the amino acid level is 20–30% identical to the SET domain found in many histone lysine methyltransferases (HMTs) [38]. The PR domain is not present in fungi or plant genomes having originated in invertebrates [39], and is almost always accompanied by C2H2-like zinc finger motifs. PRDMs act as specific transcriptional regulators catalyzing histone methylation and/or recruiting interaction partners to modify the epigenetic regulation of target genes [38]. A common feature of PRDM proteins is their ability to act as transcriptional repressors by binding both to G9a and class I histone deacetylase enzymes such as HDAC1–3 [38]. In conclusion, multisubunit complexes containing different histone modifying enzymes targeted by specific DNA binding proteins appears to be a phenomenon conserved in plant and animals and may play a greater role in gene regulation than previously appreciated.

## Materials and Methods

### Plant strains

The wild-type control in this study was the Columbia 0 ecotype (Col-0). *suvr5-1* [23] and *suvr5-2* are T-DNA insertion lines obtained from the SALK Institute Genomic Analysis Laboratory (SALK_026224 and SALK_085717 respectively). The *kyp suvh5 suvh6* line was described in [40]. The *ldl1–2 ldl2* line was described in [41].

### Recombinant protein purification

The GST fusion protein used for SELEX and EMSA experiments was made by cloning the SUVR5 zinc finger domain (aminoacids 720 to 866) using the Gateway cloning system with pDEST15 as the final destination vector. For the SAM binding assay, the SET domain was cloned (aminoacids 1078 to 1376) also in pDEST15. Protein expression and purification was performed as previously described [11] plus the addition of 100 µM ZnSO_4_ to the cell culture at the time of protein expression induction (in the case of the Zinc finger domain) and avoiding the use of EDTA during the protein purification.

### SELEX

The basic protocol for SELEX experiments described in [42] was followed with some minor modifications. For details, see Text S1. Sequencing data for the genomic SELEX experiment have been deposited at Gene Expression Omnibus (GEO) (accession number GSE39405).

### EMSA

The protocol described in [11] was followed with slight modifications to the binding buffer composition (12% glycerol, 20 mM Tris-HCl pH7.5, 50 mM KCl, 1 mM MgCl_2_, 1 mM DTT). For info on the primers used to test the protein binding, see Text S1.

### ChIP

H3K9me2 ChIP experiments were performed using 3 week old leaves of wild type Col-0 and *suvr5-1* plants, as previously described [43].

The ChIP-chip was performed as described in [20], the results show a comparison of the abundance of DNA pulled down with the anti-H3K9me2 antibody (#1220, monoclonal anti-H3K9m2 antibody, Abcam) versus INPUT.

For info on the primers used to validate the ChIP-chip results by ChIP-qPCR, see Text S1.

### ChIP–chip analysis

Each probe in the array was normalized by taking the log2 ratio of H3K9m2 to INPUT intensities, and the scores were scaled so that the average score across the arrays were zero. H3K9me2 hypomethylated regions were defined by tiling the genome into 500 bp bins (250 bp overlap), and computing the log2 ratios of the scores of *suvr5* vs Col-0, and Z-score transformed. A Z<−3 cutoff was applied, and regions within 2.5 kb were merged. Data have been deposited at Gene Expression Omnibus (GEO) (accession number GSE39405).

### Bisulfite treatment

DNA from leaves of 3 week old plants was extracted using a standard CTAB protocol. We performed sodium bisulfite treatment using EZ DNA Methylation Gold (Zymo Research) following the manufacturer's instructions, amplified specific fragments using the primers described in Text S1 and cloned the resulting PCR fragments into pCR2.1-TOPO (Invitrogen) to sequence and analyze around 20 clones per sample. To compare the converted clones to the original unconverted sequence, we used the sequence alignment tool of CLC Workbench software. We counted the converted/unconverted cytosines at each site manually and subsequently calculated the percent of methylation.

BS-Seq was performed as previously described [44]. Sequencing data have been deposited at Gene Expression Omnibus (GEO) (accession number GSE39405).

### mRNA–Seq

Leaves from wild type Col-0, *suvr5-1*, *ldl1–2 ldl2* and *suvr5-1 ldl1–2 ldl2* 3 week-old plants were used for RNA extraction using Trizol (Invitrogen) following the manufacturer instructions. 10 µg of total RNA was treated with DNaseI (Roche), and cleaned up with RNeasy columns (Qiagen). Poly(A) was purified using the Dynabeads mRNA Purification Kit (Invitrogen) and used to generate the mRNA-seq libraries following the manufacturer instructions (Illumina). The libraries were sequenced using an Illumina Genome Analyzer.

Gene and transposon expression in the RNA-seq data was measured by calculating reads per kilobase per million mapped (RPKM). P-values to detect differential expression were calculated by Fisher's exact test and Benjamini-Hochberg corrected for multiple testing. Genes differentially expressed in wild-type and mutants were defined as those that have log2(*suvr5*/wild-type)>4 and P<0.01. Sequencing data have been deposited at Gene Expression Omnibus (GEO) (accession number GSE39405).

### IP/mass spectrometry

For affinity purification of LDL1-3xFLAG ∼15 g of inflorescence tissue from transgenic and Col-0 plants was ground in liquid nitrogen, and resuspended in 75 ml of lysis buffer (50 mM Tris pH 7.5, 300 mM NaCl, 5 mM MgCl_2_, 5% glycerol v/v 0.02% NP-40 v/v, 0.5 mM DTT, 1 mg/mL pepstatin, 1 mM PMSF and 1 protease inhibitor cocktail tablet (Roche, 14696200)). Mass spectrometry analyses were performed as described in [19]. The identities of proteins co-purifying with LDL1 in Figure 5b are shown for those proteins appearing in two replicate purifications, and present at levels equivalent to at least 1% of the level of LDL1.

### Auxin treatment

Wild type Col-0, *suvr5-1* and *suvr5-2* plants were either grown for 13 days in vertical MS plates (CONTROL) or grown in vertical MS plates for 5 days before being transferred to MS+0.5 µM NAA (Sigma) plates for 7 additional days.

### GO term analysis

The web-based tool agriGO was used for the gene ontology analysis [45].

### Accession number

SUVR5 information is available in The Arabidopsis Information Resource under accession number AT2G23740.

## Supporting Information

Figure S1 *suvr5* mutants are late flowering. a, picture showing the late flowering phenotype of *suvr5-1* and *suvr1 suvr2 suvr3 suvr4 suvr5* mutants.
(TIF) Click here for additional data file.

Figure S2 SUVR5 is conserved in all plant species, including moss, but not algae. ClustalW alignment of SUVR5 from *Arabidopsis thaliana* and other plant species where a homolog could be found.
(TIF) Click here for additional data file.

Figure S3 Scheme explaining the SELEX experiment procedure (ss: salmon sperm DNA).
(TIF) Click here for additional data file.

Figure S4 Sequencing results obtained from the SELEX experiment.
(TIF) Click here for additional data file.

Figure S5 Scheme explaining the genomic SELEX experiment procedure.
(TIF) Click here for additional data file.

Figure S6 SUVR5 zinc fingers binding is specific. Mobility shift assay is shown using cold competitor (250×).
(TIF) Click here for additional data file.

Figure S7 SUVR5 SET domain binds SAM. SAM binding assay showing SUVR5 SET domain binds the methyl group donor S-adenosyl-l-[methyl-3H]methionine and that this interaction is avoided upon mutation of the catalytic residue 1307 from H to L (the recombinant SET domain of KYP was used as a positive control).
(TIF) Click here for additional data file.

Figure S8 *suvr5* mutants show a decrease of H3K9me2 accumulation in pericentromeric heterochromatin. Chromosomal views of the log2 ratio of H3K9me2 signal in *suvr5* mutants vs. Col-0 (red), and the log2 ratio of *kyp suvh5 suvh6* triple mutants vs. Col-0 (black).
(TIF) Click here for additional data file.

Figure S9 SUVR5 H3K9me2 deposition is independent of DNA methylation. a, Chromosome-wide distribution of DNA methylation in *suvr5-1* and Col-0 3-week-old rosette leaves (green = CG, blue = CHG, red = CHH; the lighter colors are Col-0, and dark colors are *suvr5-1*); b, comparison of the bulk levels of DNA methylation in the five chromosomes suggesting that there is no significant difference between the levels of methylation in wild type and *suvr5* mutants.
(TIF) Click here for additional data file.

Figure S10 Validation of the BS-sequencing experiments by single locus bisulfite treated DNA PCR.
(TIF) Click here for additional data file.

Figure S11 Comparison between size and DNA methylation content of TEs affected in their H3K9me2 levels redundantly by *suvr5* and *kyp suvh5 suvh6* or specifically by *suvr5*.
(TIF) Click here for additional data file.

Figure S12 SUVR5-specific H3K9me2 deposition correlates with its zinc finger domain binding. Box plot showing the levels of H3K9me2 in the genes that have gSELEX signal in their upstream 3 Kb region (data from the ChIP-chip replicate).
(TIF) Click here for additional data file.

Figure S13 Upregulated genes in *suvr5* are mainly localized in the chromosome arms. Chromosome-wide distribution of genes upregulated over 4 fold in *suvr5* mutants.
(TIF) Click here for additional data file.

Figure S14 Examples of genes that show decreased H3K9me2 levels and increased expression in *suvr5* mutants. 

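The supplementary methods list primers for both ChIP and RT-qPCR at AT1G12160, AT1G31290 (*AGO3*), AT3G22121 and AT4G36510. In the mRNA-Seq libraries, AT1G12160 had 63 reads in *suvr5-1* and 16 in Col-0, a log2 ratio of 1.35 (Benjamini-Hochberg adjusted P = 0.0023, Fisher's exact test), under the 4-fold threshold. *AGO3* had 5 reads against 8, a ratio of 0.405 (95% interval 0.104 to 1.40), a difference not detectable at this depth. AT3G22121 is annotated as a noncoding RNA whose exons overlap those of another gene, and its 12587 reads against 3380 (log2 ratio 1.27) cannot be assigned to it alone. AT4G36510 had no read on its exons in either library, so no ratio can be given, and over the whole gene it had 9 reads in *suvr5-1* and none in Col-0, an alternative chosen after seeing the data. *ACT7* (AT5G09810), the reference gene of the RT-qPCR, had a log2 ratio of 0.40 between these libraries.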

Validation of the ChIP-chip experiments by single locus qPCR after ChIP and mRNAseq by RT-qPCR.
(TIF) Click here for additional data file.

Figure S15 Characterization of the two mutant alleles used in this study, *suvr5-1* [23] and *suvr5-2*.
(TIF) Click here for additional data file.

Figure S16 AgriGO chart showing the biological process GO term clustering of the genes upregulated in *suvr5-1* (*suvr5-1* vs. Col-0, over 4 fold, P<0.01). The highlighted categories correspond to the significant ones (FDR<0.01). P-values (purple) and FDR (red) are shown for each of the significant categories.
(TIF) Click here for additional data file.

Figure S17 SUVR5 binding motifs in the promoters of auxin-responsive genes AT3G12830, AT5G54490 and AT5G13320. a, nucleotide frequency matrix generated by Meme during the analysis of the genomicSELEX data, b, Binding motif occurences with p-value≤0.001 in AT3G12830, AT5G54490 and AT5G13320, calculated by FIMO motif search tool (Meme suite).
(TIF) Click here for additional data file.

Figure S18 AgriGO chart showing the biological process GO term clustering of the genes upregulated in *ldl1 ldl2* (*ldl1 ldl2* vs. Col-0 over 4 fold, P<0.01). The highlighted categories correspond to the significant ones (FDR<0.01). P-values (purple) and FDR (red) are shown for each of the significant categories.
(TIF) Click here for additional data file.

Figure S19 AgriGO chart showing the biological process GO term clustering of the genes upregulated in both *suvr5-1* and *ldl1 ldl2* (270 genes). The highlighted categories correspond to the significant ones (FDR<0.01). P-values (purple) and FDR (red) are shown for each of the significant categories.
(TIF) Click here for additional data file.

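The table gives, for each gene, the ratio between *suvr5-1* and Col-0, and its 781 identifiers include 778 of the TAIR10.1 annotation, of which 398 lie in the analysed stretches. Recomputed from the deposited positions over whole genes with nuclear reads as library size, a scale found by comparison with the table, the ratio came within 1% of the listed one for 85 of the 97 genes with at least 20 Col-0 reads, or 87.6% (95% Wilson interval 79.6 to 92.8). The ratios of the other mutant libraries came within 1% for none of the 97. *XTH8*, without a read in Col-0, is listed with a ratio of 593, which is the paper's value. On merged exons with reads on genes as library size, 265 of the 304 genes upregulated in *suvr5-1* are in the table. By annotation, 719 of the 778 genes, or 92.4%, lie in the chromosome arms, against 80.2% of all annotated genes. That background includes genes without a read. Of the bins of 1 kb with a read in *suvr5-1* or Col-0, the arms held 89.98%.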

Table S1 Table showing the upregulated genes in *suvr5-1* mature leaves (over 4 fold and P<0.01).
(XLS) Click here for additional data file.

Table S2 Table showing the upregulated TEs in *suvr5-1* mature leaves (over 4 fold and P<0.01).

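The elements in the table were called by the ratio of RPKM and by Fisher's exact test, as the genes were. Reads were not counted on transposable elements here, since no annotation of them in the assembly of the deposited positions was used.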

(XLS) Click here for additional data file.

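The table holds 1018 genes with a ratio to Col-0 and, beside them, the 270 genes shared with *suvr5-1*. Recomputed over whole genes with nuclear reads as library size, the ratio of the library labelled *suvr5-1 ldl1-2 ldl2* came within 1% of the listed ratio for 136 of the 166 genes with at least 20 Col-0 reads, or 81.9% (95% Wilson interval 75.4 to 87.0). The ratio of the library labelled *ldl1-2 ldl2* did so for 1 of the 166, and that of *suvr5-1* for none. Of the 506 listed genes in the analysed stretches, 495 were over 4-fold higher than Col-0 in the library labelled *suvr5-1 ldl1-2 ldl2* and 215 in the library labelled *ldl1-2 ldl2*. The shared list differs from the gene list beside it, for 180 of its 270 genes are among the 1018. Of the 398 genes of Table S1 in the stretches, 184 were over 4-fold higher in the library labelled *ldl1-2 ldl2*, and 135 of these are on the shared list. In the library labelled *suvr5-1 ldl1-2 ldl2*, 232 were over 4-fold higher, and 100 of these are on the shared list.

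**Figure D4:**
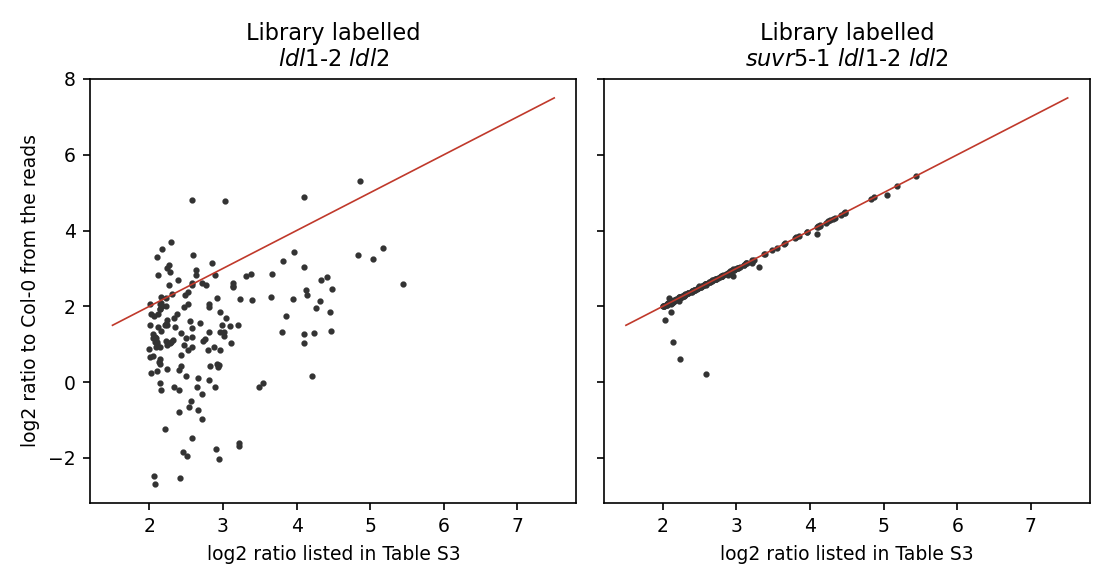
log2 ratio to Col-0 from the reads of the library labelled *ldl1-2 ldl2* (left) and of that labelled *suvr5-1 ldl1-2 ldl2* (right) against the log2 ratio listed in Table S3, 1 point for each of the 166 genes with at least 20 Col-0 reads, with a line at equal ratios. On the right, 136 genes lie within 1% of the listed ratio, and on the left 1 gene does.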

Table S3 Table showing the upregulated genes in *ldl1 ldl2* mature leaves (over 4 fold and P<0.01) and the subset of those in common with *suvr5-1* (270 genes).
(XLS) Click here for additional data file.

Text S1 Supplemental Materials and Methods and list of primers used.
(DOC) Click here for additional data file.

# Supplementary material for: The SET-Domain Protein SUVR5 Mediates H3K9me2 Deposition and Silencing at Stimulus Response Genes in a DNA Methylation–Independent Manner
**Source:** PLoS Genet. 2012 Oct 11;8(10):e1002995. doi: 10.1371/journal.pgen.1002995
**Supplement:** Text S1 — Supplemental Materials and Methods and list of primers used.

#### **Text S1**

#### Alignments

The identification of SUVR5 plant homologs, their sequences and their alignment was obtained from Phytozome.

#### SAM binding assay

The binding assay was performed as previously described with minor modification [41]. Specifically, proteins were incubated with 0.5 µCi of S-adenosyl-L-[methyl-3H] methionine in 30 µl reaction overnight at 4°C. They were exposed to UV in a crosslinker and the proteins were separated on SDS-PAGE and subjected to fluorography.

#### RT-qPCR

RNA was extracted from 0.2 g of tissue using Trizol (Invitrogen) and following the manufacturer’s instructions. 1 g of total RNA was used for RT-PCR using SuperScript III (Invitrogen). qPCR was performed using iQ SYBR Green Supermix (#170-8880, BioRad). Three biological replicas were sampled and standard deviations determined. The primers used were designed using QuantPrime qPCR primer design tool, for information on their sequence, see Supporting Information.

#### SELEX

For the SELEX experiments, 5 g of a primer with 15 random nucleotides between two adaptor sequences (JP7666: GTT TTC CCA GTC ACT ACN NNN NNN NNN NNN NNG TCA TAG CTG TTT CCT G) was annealed with 5 g of the reverse adaptor primer JP7668 (CAGGAAACAGCTATGAC) by boiling and letting them cool down slowly. Then, 1 g of the annealed primers was used to make dsDNA using Klenow fragment, followed by a standard phenol DNA extraction and resuspension in 200 L of SELEX binding buffer (25mM HEPES pH7.5, 50mM KCl, 2.5mM MgCl2, 0.1%NP40, 1M ZnSO4, 5% glycerol).

The purified and glutathione beads-bound GST-SUVR5 zinc finger domain was incubated with the dsDNA in SELEX buffer, 5g of BSA and 5g of salmon sperm DNA for 30 minutes at room temperature. The beads were washed 5 times with 1mL of SELEX binding buffer followed by a Phenol/Chloroform/IAA DNA extraction and precipitation. The recovered DNA was resuspended in 10 L of TE buffer and used for PCR as follows: (95ºC for 3’), (95ºC for 30’’; 60ºC for 1’; 72ºC for 30’’)x10 cycles, (72ºC for 10’). The result of the PCR was used as a starting point for the next binding/eluting cycle.

For the standard SELEX experiment, 10 cycles of binding/eluting were done before TOPO ligating the recovered DNA to pCR2.1 vector (Invitrogen) and transforming E. coli TOP10 bacteria (Invitrogen). 20 colonies were sequenced, and the sequencing data were used to identify the consensus binding motif using the MEME Suite [43].

For the genomic SELEX experiment, Arabidopsis thaliana genomic DNA was extracted from wild type 3 week old plant leaves and fragmented to 100 bp using COVARIS. 2 g of this DNA was processed for end repair and adaptor ligation following the manufacturer’s instructions (Illumina) and used as indicated above for incubation with purified GST-SUVR5 zinc finger domain protein. Two genomic SELEX experiments were performed, one using only one binding/eluting cycle (x1: control) and one with 9 cycles (x9). The recovered DNA was sequenced using an Illumina Genome Analyzer. gSELEX peaks were defined using MACS with the following parameters: band width = 100, model fold =32, p<1e-10, and for the definition of SELEX peaks we considered a peak positive when it showed over 50 fold increase.

A random thousand reads were used to identify a binding motif sequence using the analysis tool MEME Suite [43].

Primers used for ChIP-chip validation:

| **PRIMER NAME** | **SEQUENCE** | **GENE** |
| --- | --- | --- |
| JP2454 | TCTCTCTCGCTGCTTCTCG | ACT7 |
| JP2455 | GCAAAATCAAGCGAACGG | ACT7 |
| JP9836 | GTGGCCGTGATCGGACTA | AT1G12160 |
| JP9837 | CAACGCTAACCGAGTCTGAA | AT1G12160 |
| JP9842 | GGTCGTGGCTTTGTTCAAGATA | AT1G31290 |
| JP9843 | GCCTTGACTCACTTGAGCTTG | AT1G31290 |
| JP9838 | CGGTGTTACAACTGGTGGAGT | AT3G22121 |
| JP9839 | CAAAACCTCCCATCGTAAAGC | AT3G22121 |
| JP9787 | TCGACTTGTTTGGACCTTGA | AT4G36510 |
| JP9788 | TCATGCGAATTATAGAAATTTAGACC | AT4G36510 |

Primers used for RT-qPCR:

| **PRIMER NAME** | **SEQUENCE** | **GENE** |
| --- | --- | --- |
| JP2452 | TCGTGGTGGTGAGTTTGTTAC | ACT7 |
| JP2453 | CAGCATCATCACAAGCATCC | ACT7 |
| JP9693 | AGAAATCTTCGACGCGGTCGTG | AT1G12160 |
| JP9694 | TCCCAGGAATATGAGCAAGACGAG | AT1G12160 |
| JP9721 | TCTCACACCGCTAGTGGTTCTC | AT1G31290 |
| JP9722 | TCAGGACGCTTTACTGGTTCTTTC | AT1G31290 |
| JP9709 | CGGTTGGTGGTTTAGGATGGGTAG | AT3G22121 |
| JP9710 | TCTCCTATGCTTGCGACTGTACC | AT3G22121 |
| JP9864 | GCTGTTTGAGTTCGCCGCCC | AT4G36510 |
| JP9865 | CCGACCAAAACTCCACCCGCC | AT4G36510 |
| JP9816 | TTCCGATTCACAGCGACCTAGC | AT3G12830 |
| JP9817 | TTGCTTCTTTGAGCGGCGAGTC | AT3G12830 |
| JP9949 | GCAAAGGGTTCGAGCTTCTTATGG | AT5G54490 |
| JP9950 | CGTCGATGCGTTTCTTCGTAAGC | AT5G54490 |
| JP9965 | GTTGTCACAAATTTCGCTGGCTTG | AT5G13320 |
| JP9966 | GCGCGTTGTTGTAGAAACCAGTC | AT5G13320 |
| JP2639 | CAGGCGAGCACACTGAACTG | Primer A Figure S12 |
| JP2640 | TCGTGGTCCGAAGAAAGGAA | Primer A Figure S12 |
| JP2695 | GGCGTATAGACCGATATGAGC | Primer B Figure S12 |
| JP2696 | TACTGCGTGGCACATTTGTT | Primer B Figure S12 |

Primers used for EMSA assays:

| **PRIMER NAME** | **SEQUENCE** | **PROBE** |
| --- | --- | --- |
| JP8487 | ACCAAGCAACACACCCCGT | UNSPECIFIC FWD |
| JP8493 | ACGGGGTGTGTTGCTTGGT | UNSPECIFIC REV |
| JP8489 | GTAGAATACTAGTTGATAAC | SPECIFIC FWD |
| JP8495 | GTTATCAACTAGTATTCTAC | SPECIFIC REV |

Primers used for BS-DNA amplification:

| **GENE** | **PRIMER NAME** | **PRIMER SEQUENCE** |
| --- | --- | --- |
| FWA | 2004 | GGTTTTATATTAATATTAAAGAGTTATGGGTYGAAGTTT |
| 2005 | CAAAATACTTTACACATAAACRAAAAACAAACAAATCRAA |
| 4423 | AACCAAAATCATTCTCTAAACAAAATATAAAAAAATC |
| Ta3 | 1269 | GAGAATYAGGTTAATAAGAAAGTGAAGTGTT |
| 1274 | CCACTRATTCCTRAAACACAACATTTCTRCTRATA |
| AtCOPIA4 | 3100 | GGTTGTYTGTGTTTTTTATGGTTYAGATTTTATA |
| 3101 | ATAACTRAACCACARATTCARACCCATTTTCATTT |
| AtSN1 | 1821 | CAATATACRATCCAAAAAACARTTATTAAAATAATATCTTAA |
| 1822 | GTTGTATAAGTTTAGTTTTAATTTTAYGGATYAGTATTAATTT |

How the deposited data were processed for this re-analysis (not part of the article)

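The data are mRNA-Seq reads of leaves of 3-week-old plants, with 1 library each for the triple mutant *suvr5-1 ldl1-2 ldl2*, the double mutant *ldl1-2 ldl2*, the single mutant *suvr5-1* and the wild type Col-0. The authors extracted RNA with Trizol, selected poly(A) RNA, sequenced the libraries on an Illumina Genome Analyzer and mapped the reads. The deposited files hold mapped read positions, with 1 line per read giving its chromosome, strand and leftmost position counted from 0, repeated positions kept and no counts per gene. The paper computed RPKM and tested genes with Fisher's exact test and Benjamini-Hochberg adjustment, but its text and supplementary methods do not name the mapping program, the treatment of reads with several matches or the assembly for these reads. The number of read starts dropped most 28 bases before exon ends, so the alignments cross no splice junctions. Between 50.0% and 50.7% of the reads of a library lay on the plus strand, and strand was not used.

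Read positions past the ends of the TAIR10.1 chromosomes show that another assembly was used for mapping. No annotation of that assembly was used here and no position was converted. Instead, the displacement between the reads and the annotated exon starts of TAIR10.1 was measured in 478 windows of 250 kb, for shifts of up to 20000 bp. A window was kept when its displacement and those of both its neighbours were at most 30 bp with a z-score of at least 5, which held for 202 windows in 7 stretches. Reads there were counted on TAIR10.1 genes as they stand, so the edges of a gene are off by up to 27 bp. This limits every count of genes to 42.2% of the assembly, and 778 of the 781 identifiers of Table S1 and 1016 of the 1018 of Table S3 were found in the annotation, of which 398 and 506 lie in the stretches. The assignment of reads to genes was checked against the ratios listed in Table S1.

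Nuclear reads numbered 10353204 in Col-0, 13444966 in *suvr5-1*, 8826673 in *ldl1-2 ldl2* and 10725764 in *suvr5-1 ldl1-2 ldl2*. The chloroplast took 7.82%, 7.65%, 10.7% and 6.82% of the mapped reads of these libraries in that order, and mitochondria took 3.86%, 3.21%, 4.50% and 4.21%. Distinct positions made up 15.4%, 12.8%, 11.6% and 15.7% of the nuclear reads. Genes with a read in the stretches numbered 10952, 11039, 10680 and 11386.

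Each mutant library was compared with Col-0 by a two-sided Fisher's exact test per gene, on the reads of the gene against the other reads on genes, with Benjamini-Hochberg adjustment over the genes with a read in either library. A gene was called when the ratio of RPKM was over 4, or as far under 1 in the other direction, and the adjusted P under 0.01. This test compares the reads of 2 libraries and takes no account of variation between plants, which 1 library per genotype cannot show. It was tried on simulated data with 200 changed genes, changed by more than the 4-fold threshold and drawn only from genes above a set mean read rate. Recovery of smaller changes or of genes with fewer reads was therefore not measured. The exact test recovered between 94.5% and 96.0% of the changed genes across the 3 comparisons. It called no unchanged gene when only counting error was simulated. At a dispersion of 0.1 between plants it called 80, 91 and 103 unchanged genes of 16873 in these comparisons. There it recovered 89.0%, 94.5% and 95.0% of the changed genes, and a beta-binomial test that allows for that dispersion recovered 42.5%, 55.5% and 47.5%. By direction, the beta-binomial test recovered 27, 67 and 57 of 100 raised genes and 58, 44 and 38 of 100 lowered ones.

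Ratios of genes with 1 to 3 reads in a library are given with an exact binomial interval. Ratios against no read are computed with 3 reads in place of none and given with the bound of that exact interval. Shares carry Wilson intervals. The share of genes in the chromosome arms is given beside that of all tested genes and the share with the octamer beside that of the other tested genes, both also as a percentile among 10000 random gene lists matched on mean expression in 20 bins. Fisher's exact test between sets of genes had been planned for these shares, and its result is not given, since genes of 1 library are not independent replicates. The overlap of lists called against the same Col-0 library was set beside that of 20 simulated draws of unchanged libraries at each of 4 dispersions. All nuclear reads as library size, whole genes together with nuclear reads, bins of 1 kb and the dispersions of 0.2 and 0.4 were added after seeing the data.

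The genes named are those the paper names for these genotypes or tested by RT-qPCR, *FLC*, *FT* and *SOC1*, the other *SUVH* and *SUVR* genes of the paper, and for each comparison the 5 called genes with the highest ratio among those with at least 100 reads in the mutant and the 5 with the lowest among those with at least 100 reads in Col-0. A few of each 5 are given in the text. Lists of *SAUR*, salicylic acid defence, anther and pollen, floral organ identity, morning clock, evening clock, iron deficiency, iron sufficiency, photosynthesis and root genes were written with the paper's tables already at hand. Gene symbols are those of the TAIR10.1 annotation, except *KYP*, *SUVR3* and *SOC1*, which it gives as *SUVH4*, *SDG20* and *AGL20*.

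The alternatives tried were a minimum of 10 reads per gene, RPKM + 1, a log2 ratio over 4, size factors, the beta-binomial test, distinct positions only, whole genes with introns, reads on 2 genes left out, other boundaries of the pericentromeres, 3 kb upstream and up to 1 mismatch for the octamer. Left out were genes outside the stretches and transposable elements, for which no annotation in the assembly of the reads was used. GO terms were left out too, since the share of genes with an annotated process lay under the limit set for it. The other assays of the paper were not analysed here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.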

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

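The tests of library size in both paragraphs, the test of a few abundant genes, the simulated number of genes upregulated in 1 library alone and the simulated dispersions of 0.2 and 0.4 were chosen only after the result was seen.

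In *suvr5-1*, 216 genes were downregulated over 4 fold against Col-0, a signal in genes that the paper does not discuss, since it reports on genes that rose. Of these, 130 were downregulated in neither of the other mutant libraries and 26 in both of them. A difference in library size as the whole cause is argued against by the 152 genes that were still downregulated with all nuclear reads as library size. A few genes taking most of the reads as the whole cause would need a larger share in *suvr5-1*, which is argued against by the 20.5% of reads on genes that its 10 most abundant genes took, where those of Col-0 took 21.3%. After the median log2 ratio of genes of like GC content was taken off, 214 of the 216 were still over 4-fold lower, and with exon length in place of GC content 213 were. Variation between plants of 1 genotype cannot be told apart from an effect of *suvr5-1*, because each genotype has 1 library. Simulated libraries without any change had a median of 43 downregulated genes at a dispersion of 0.1 between plants, 237 at 0.2 and 826.5 at 0.4. Every draw at 0.4 had at least 656 downregulated genes, more than the 216 here, which argues against that dispersion across all genes. Otherwise the data do not give the dispersion. The mutated gene, which the design names, stays open as an explanation without a test, and neither the labels nor the paper give a sequencing batch.

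In the library labelled *suvr5-1 ldl1-2 ldl2*, 313 genes were upregulated over 4 fold that were called up in neither other mutant. By the same count, 268 genes were upregulated in *ldl1-2 ldl2* alone and 109 in *suvr5-1* alone. The paper gives no list of genes under the name of the triple mutant. However, 260 of the 313 genes, and 489 of all 576 upregulated in this library, are in the gene list of Table S3, which it describes as that of *ldl1 ldl2* and whose ratios match this library. Size factors lowered the log2 ratios of this library by 0.11 and left 278 genes upregulated in it alone, which argues against a difference in library size as the whole cause. Taking off the median log2 ratio of genes of like GC content left 287 of the 313 over 4-fold higher, and doing the same for exon length left 293. Being called in this library and not in the others does not show a difference between the genotypes, and that difference was not tested. Variation between plants of 1 genotype cannot be told apart from an effect of the combined mutations, since there is 1 library of each. Simulated libraries without any change had a median of 31 genes upregulated in 1 of them alone at a dispersion of 0.1, 140 at 0.2 and 338 at 0.4. Every draw at 0.4 had at least 619 upregulated genes in all in the simulated triple mutant. That is more than the 576 here, which argues against that dispersion across all genes. The combination of mutations stays open as a biological explanation without a test.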

How the results depend on the processing

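The settings with all nuclear reads as library size, with whole genes and nuclear reads together, and with bins of 1 kb were chosen after seeing the data, and the others were set before the data were examined, except that for named genes only size factors were. No paired analysis was possible because each genotype has 1 library. The count of upregulated transposable elements, planned with the same alternatives, was not run under any of them, because no annotation of the elements in the assembly of the reads was used.

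The 9 main results, which are the numbers of genes called, their overlap, the shares in the arms and with the octamer and the medians over the shared genes, were recomputed to give 92 values, and 64 of these stayed within the interval of the reported value or, for numbers of genes, within 1.5 times of it. With at least 10 reads per gene, size factors, whole genes, reads on 2 genes left out, or either setting with nuclear reads, upregulated genes in *suvr5-1* ranged from 289 to 443 and downregulated ones from 152 to 222, upregulated genes in *ldl1-2 ldl2* from 457 to 529 and in *suvr5-1 ldl1-2 ldl2* from 533 to 585. Genes upregulated in both *suvr5-1* and *ldl1-2 ldl2* ranged from 118 to 160 under these settings. Outside the moved values given next, the median log2 ratio of the triple mutant over the shared genes ranged from -0.08 to 0.36 to *suvr5-1* and from -0.21 to 0.08 to *ldl1-2 ldl2*. Nuclear reads as library size raised the log2 ratios of *suvr5-1* by 0.25, and size factors moved those of the triple mutant by -0.11.

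The other 28 values moved. With RPKM + 1, which draws the ratios of genes with few reads toward 1, there were 181 upregulated and 102 downregulated genes in *suvr5-1*, 312 upregulated in *ldl1-2 ldl2* and 69 upregulated in both. With the log2 ratio over 4 that the methods state, a stricter threshold, the numbers were 76 upregulated and 69 downregulated in *suvr5-1*, 169 upregulated in *ldl1-2 ldl2*, 204 in *suvr5-1 ldl1-2 ldl2* and 25 in both *suvr5-1* and *ldl1-2 ldl2*. The share in the arms was then 97.4%, and the median log2 ratio of the triple mutant to *suvr5-1* was -0.82 over 23 shared genes, and the cause was not tested. The beta-binomial test, which allows for variation between plants and in simulation recovered 27 of 100 raised and 58 of 100 lowered genes in *suvr5-1*, left 37 upregulated and 44 downregulated genes there, 72 upregulated in *ldl1-2 ldl2*, 205 in *suvr5-1 ldl1-2 ldl2* and 10 in both *suvr5-1* and *ldl1-2 ldl2*. Under that test the share with the octamer was 5.41%, and over 10 shared genes the median log2 ratio of the triple mutant was 0.96 to *suvr5-1* and 0.74 to *ldl1-2 ldl2*, and the cause was not tested. With each position and strand counted once, which leaves far fewer reads, 132 genes were upregulated and 80 downregulated in *suvr5-1*, 140 were upregulated in *ldl1-2 ldl2*, 300 in *suvr5-1 ldl1-2 ldl2* and 37 in both *suvr5-1* and *ldl1-2 ldl2*. With pericentromeres drawn by gene density the share in the arms was 99.3%, against 98.6% of all tested genes, and in bins of 1 kb it was 91.0%. The share with the octamer was 8.88% in 3 kb upstream and 39.5% with up to 1 mismatch, both of which search for more sequence.

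Another 76 results, for named genes and lists, gave 310 values. Of these, 304 kept their direction and, for genes that were called, stayed past the 4-fold threshold. Genes not called could cross 4-fold. *FLC* (AT5G10140) in *suvr5-1* went from a log2 ratio of 2.18 to 1.18 with whole genes and 1.46 with each position counted once. *LDL2* (AT3G13682) in *ldl1-2 ldl2* went from -1.47 to -2.37 with each position counted once. Genes that were not called changed direction in 4 values. Counting each position once gave a log2 ratio of 0.048 for *AGO3* (AT1G31290) in *ldl1-2 ldl2* and -0.088 for *SUVR4* (AT3G04380) in *suvr5-1 ldl1-2 ldl2*, leaving out reads on 2 genes gave -0.79 for *SUVR3* (AT3G03750) in *ldl1-2 ldl2*, and nuclear reads as library size gave 0.17 for AT3G13350 in *suvr5-1*. These settings on named genes were chosen after seeing the data. In 2 more values, from counting each position once, *PBS3* (AT5G13320) with a log2 ratio of 1.81 and AT2G01010 with -0.27 were no longer past the threshold in *suvr5-1*. For AT2G01010 that count decides nothing, since its Col-0 reads outnumber the positions of its exons. The depth limits the ratios of genes with few Col-0 reads, and the lack of a second library of any genotype limits every count of genes.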

Differences from the paper's values

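Chosen after the result was seen were the settings with nuclear reads.

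Of the genes upregulated in *suvr5-1*, 2.63% had the octamer in the 1 kb upstream, against the paper's 69.5% for at least 1 significant motif in the promoter. The octamer is the consensus printed in the paper, and the matrix behind the paper's share was not used here, so the values are not on the same scale. None of the alternatives set before the data were examined closed the gap. The highest share, 39.5%, came with up to 1 mismatch, followed by 8.88% in 3 kb upstream, and the other alternatives gave from 2.21% to 5.41%.

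The paper describes the gene list of Table S3 as genes upregulated in *ldl1 ldl2*. Of its 506 genes in the analysed stretches, 163 were called up in the library labelled *ldl1-2 ldl2* and 489 in the library labelled *suvr5-1 ldl1-2 ldl2*. Over whole genes and nuclear reads, 215 and 495 of them were over 4-fold higher.

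Table S1 lists 398 genes in the analysed stretches as upregulated in *suvr5-1*, and 265 of them were called here. With all nuclear reads as library size 372 were called, and with whole genes and nuclear reads together 382 were, both settings chosen after seeing the data. Of the 139 shared genes, 99 were called in both *suvr5-1* and *ldl1-2 ldl2*, and 134 with whole genes and nuclear reads together.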

Other observations

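Chosen only after the result was seen were both tests of the ratios of Table S3, the tests of the hour of harvest, of flower tissue and of a library standing apart, which was split by direction, and the separate reading of the paralog test for the rise and for the fall of the *SAUR* genes, which had been set up as 1 test that decided nothing for both together.

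The listed ratios of Table S3, described as those of *ldl1 ldl2*, may have been computed from the library labelled *suvr5-1 ldl1-2 ldl2*, since the ratios of that library came within 1% of the listed ones for 136 of 166 genes and those of the library labelled *ldl1-2 ldl2* for 1. The 270 shared genes go the other way, with 135 of the 139 in the analysed stretches over 4-fold higher in the library labelled *ldl1-2 ldl2* and 100 in the library labelled *suvr5-1 ldl1-2 ldl2*. Whether the table or the labels hold the exchange cannot be told apart from these values. If the labels of these libraries had been exchanged, the gene list would be as the paper describes it and the shared list would not. Of the mutated genes that would tell the libraries apart by sequence, *SUVR5* was not analysed here and *LDL2* is mutated in both. Every value given for the double and triple mutants follows the labels.

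With all nuclear reads as library size, 439 genes were upregulated in *suvr5-1* in place of 304. A candidate explanation is a few loci taking most of the reads. Of the nuclear reads, 5 bins of 1 kb held 44.7% in Col-0, 35.6% in *suvr5-1*, 44.2% in *ldl1-2 ldl2* and 46.4% in *suvr5-1 ldl1-2 ldl2*, and 3 of them lie on chromosome 3 between 14209001 and 14214000 in the deposited positions. With these bins left out of the nuclear reads, 317 genes were upregulated and 201 downregulated in *suvr5-1*. What is transcribed from these bins was not examined, and no biological explanation was tested.

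Genes changed in the same direction in every mutant numbered 81 upregulated and 26 downregulated. Such numbers may arise from a single library standing apart, whatever its genotype, so each mutant library was taken as the reference in turn. Genes lower in all the other libraries numbered 20 for *suvr5-1*, 92 for *ldl1-2 ldl2* and 128 for *suvr5-1 ldl1-2 ldl2*, so a number such as the 26 may arise without Col-0 as the reference. Genes higher in all the others numbered 24, 58 and 26, fewer than the 81 against Col-0. For these upregulated genes, a Col-0 library standing apart by itself cannot be told apart from a change that the mutants share, because each genotype has 1 library. The Col-0 library stood out by the rRNA gene AT2G01010, one of the genes with the lowest ratios in *suvr5-1*, with 20568 reads against 1581, 1671 and 1782 in the 3 mutant libraries.

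The *SAUR* genes were higher in *suvr5-1*, by a median log2 ratio of 1.65, and lower in *suvr5-1 ldl1-2 ldl2*, by a median of -0.99, or -1.10 with size factors, with 2 genes called down and 5 of them higher. In *ldl1-2 ldl2* the median was 0.40, at percentile 92.4 of matched lists, with 2 genes called up, AT4G38820 and AT4G38825, which share their reads. Reads shared between paralogs as the cause of the rise in *suvr5-1* are argued against by the 11 *SAUR* genes whose sequence is found once in the genome for at least 90% of its 28-base words, which were all higher, with a median of 1.49 with reads under the limit set at it, as against 1.48 for all 21 genes on that scale. For the fall in *suvr5-1 ldl1-2 ldl2* shared reads cannot be told apart from a change of the genes, because the median of such genes was 0.19 on that scale with 5 of them higher and 4 lower. A different hour of harvest cannot be told apart from an effect of *suvr5-1* either, since only 3 of 5 morning clock genes and 2 of 7 evening clock genes lie in the stretches. The morning clock genes had a median log2 ratio of -0.35 in *suvr5-1*, at percentile 14.2. The genotype stays open as an explanation without a test.

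Of 14 anther and pollen genes, 9 lie in the stretches, none had 1 RPKM in Col-0 and 5 are in Table S1, so the list is not independent of these libraries. In *suvr5-1*, 4 were called up, in *ldl1-2 ldl2* 3 and in *suvr5-1 ldl1-2 ldl2* 1. Without the limit for few reads, the median log2 ratios were 5.85, 3.23 and 1.55, which stood at percentiles 99.2, 99.0 and 91.7 of matched lists. With reads under the limit set at it, the medians were 1.70, 2.50 and 0.97. The most abundant, *PGA4* (AT1G02790), had 1 read in Col-0, 89 in *suvr5-1*, 26 in *ldl1-2 ldl2* and 3 in *suvr5-1 ldl1-2 ldl2*, and *AGP6* (AT5G14380) had 3, 35, 25 and 22. Flower tissue in the leaf sample is a candidate source, which cannot be told apart from expression in leaves at this depth. Of 8 floral organ identity genes 5 lie in the stretches, 2 of them had 1 RPKM in Col-0, and 1 is in Table S1. In *suvr5-1*, 0 were called up and *SEP1* (AT5G15800) was called down with no read against 16, while *PI* (AT5G20240) had 9 reads against none, *AG* (AT4G18960) 4 against none and *SEP3* (AT1G24260) 28 against 5, a log2 ratio of 1.86. The list there stood at percentile 99.3 of matched lists without the limit, where its median fell on genes without a Col-0 read. With reads under the limit set at it, its median log2 ratio was -0.21. In *ldl1-2 ldl2* 2 were called up, *SEP3* with 51 reads and *AG* with 10, and in *suvr5-1 ldl1-2 ldl2* *AG* was called up with 18. The list stood at percentiles 99.2 and 98.0 in these libraries, also without the limit, and its medians at the limit were 1.91 and 1.28.

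The other lists are short in the stretches and none of their genes was called in a library. The morning clock genes had median log2 ratios of -1.03 in *ldl1-2 ldl2* and -0.05 in *suvr5-1 ldl1-2 ldl2*, at percentiles 0.975 and 37.2 of matched lists. Among evening clock genes, *GI* (AT1G22770) had 119 reads in Col-0, 184 in *suvr5-1*, 182 in *ldl1-2 ldl2* and 82 in *suvr5-1 ldl1-2 ldl2*. *PRR5* (AT5G24470) had 112, 136, 106 and 68. Scaled by the reads on genes, the log2 ratios in the mutant libraries were 0.002, 0.79 and -0.57 for *GI* and -0.35, 0.09 and -0.75 for *PRR5*. Of 12 iron deficiency genes 3 lie in the stretches, with medians of 0.96 in *suvr5-1* and 1.25 in *suvr5-1 ldl1-2 ldl2*, at percentiles 94.2 and 92.8. With *BHLH101* (AT5G04150), which had no read in Col-0 and 5 and 3 in these libraries, at its limit, the medians were 0.59 and 0.33. Of 4 iron sufficiency genes 2 do, and *FER1* (AT5G01600) was lower in every mutant, with log2 ratios of -1.44, -1.39 and -1.50. The 3 of 12 photosynthesis genes, all neighbouring *CAB* genes, had medians of 0.06, -0.31 and -0.78, at percentiles 54.8, 30.3 and 2.88. The 4 of 8 root genes had at most 5 reads in any library. In Col-0, 2 of the 3 iron deficiency genes and none of the root genes had at least 1 RPKM, and the clock, iron sufficiency and photosynthesis genes in the stretches all did. None of the genes of these lists is in Table S1.

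The octamer TACTAGTA was also counted upstream of the genes upregulated in the other mutants. In *ldl1-2 ldl2* it was found in 1 kb for 3.62% (2.30 to 5.65) against 2.80% of the other genes, at percentile 87.9 of matched lists, in 3 kb for 9.66% (7.36 to 12.6) against 6.94%, at percentile 99.52, and with up to 1 mismatch in 1 kb for 44.7% (40.4 to 49.1) against 39.6%, at percentile 99.1. In *suvr5-1 ldl1-2 ldl2* these shares were 2.95%, 7.29% and 43.2%, at percentiles 58.2, 66.4 and 95.8. No explanation was tested.

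In *ldl1-2 ldl2*, *NIMIN1* (AT1G02450) had 7 reads and *FMO1* (AT1G19250) 3, and in *suvr5-1 ldl1-2 ldl2* they had 232 and 62 and were called up. Among the auxin-responsive genes of Figure 4, *PBS3* (AT5G13320) had 26 reads in Col-0, 172 in *suvr5-1*, 53 in *ldl1-2 ldl2* and 461 in *suvr5-1 ldl1-2 ldl2*, and was called up in *suvr5-1* (log2 ratio 2.10) and in the triple mutant (4.11). AT3G12830 had 28, 84, 32 and 157 reads and was called up in the triple mutant (log2 ratio 2.45) but not in *suvr5-1* (0.96). AT5G54490 was not analysed here. *FLC* (AT5G10140), whose exons overlap those of another gene, had 1 read in Col-0, 7 in *suvr5-1*, 30 in *ldl1-2 ldl2* and 44 in *suvr5-1 ldl1-2 ldl2*, ratios of 4.53 (95% interval 0.583 to 204), 33.8 (5.63 to 1381) and 43.0 (7.32 to 1735.5). *FT* and *SOC1* were not analysed here. *KYP* (AT5G13960) had 51, 54, 25 and 40 reads, with log2 ratios of -0.54, -0.85 and -0.38 in the mutant libraries. *SUVR1* (AT1G04050) had 8, 37, 13 and 15 reads, *SUVR3* (AT3G03750) 34, 95, 44 and 57 and *SUVR4* (AT3G04380) 2, 6, 0 and 3. None of these *KYP* and *SUVR* genes was called. *FLC* was called up in *ldl1-2 ldl2* and in *suvr5-1 ldl1-2 ldl2*, but not in *suvr5-1*. The exons of *KYP* and *SUVR3* overlap those of other genes. AT3G13350 had 39, 57, 24 and 52 reads, with log2 ratios of -0.08, -0.53 and 0.38, and was not called either. *ACT7* (AT5G09810) had log2 ratios of 0.40, 0.37 and 0.78 in the mutant libraries. No explanation was tested for these genes.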
